# circDENND1B Participates in the Antiatherosclerotic Effect of IL-1β Monoclonal Antibody in Mouse by Promoting Cholesterol Efflux via miR-17-5p/Abca1 Axis

**DOI:** 10.3389/fcell.2021.652032

**Published:** 2021-04-29

**Authors:** Fei Xu, Li Shen, Han Chen, Rui Wang, Tongtong Zang, Juying Qian, Junbo Ge

**Keywords:** atherosclerosis, circular RNA, inflammation, IL-1β mAb, cholesterol efflux

## Abstract

Inflammation is a crucial mediator of atherosclerosis, and several therapeutic methods that focus on inflammatory cytokines, including interleukin-1β (IL-1β), have proven effective in preventing atherogenesis. Circular RNAs (circRNAs) are a subclass of non-coding RNAs (ncRNAs) that can exert critical functions in the regulation of atherosclerosis. Here, using circRNA sequencing, we revealed that circRNA circDENND1B (mmu_circ_0000081) is a promising novel mediator of atherosclerosis in mouse. The expression of circDENND1B is negatively related to the progression of atherosclerosis and foam cell formation, and the upregulation of circDENND1B significantly alleviates foam cell formation induced by ox-LDL by promoting cholesterol efflux. Moreover, circDENND1B participates in the anti-atherosclerotic effect of IL-1β monoclonal antibody (IL-1β mAb), both *in vivo* and *in vitro*. With bioinformatic prediction and RNA pull-down assays, we determined that circDENND1B sponges mmu-miR-17-5p to promote *Abca1* expression in cells treated with IL-1β mAb. Our study revealed that circDENND1B, a novel regulator of cholesterol efflux, is a potential therapeutic target in atherosclerosis and provides new insights into the interaction between inflammation and cholesterol transport.

## Introduction

Atherosclerosis, a chronic inflammatory disease characterized by fibrofatty lesions formed in the artery walls, is considered a major cause of myocardial infarction (MI) and stroke worldwide (Libby et al., 2019). Foam cell formation is a hallmark of atherosclerosis progression. Most foam cells are cholesterol ester-enriched macrophages originating from monocytes, while others are macrophage-like cells originating from vascular smooth muscle cells (Ouimet et al., 2019). The formation of foam cells is determined by the integrated effect of lipid uptake, cholesterol esterification, and cholesterol efflux (Wang D. et al., 2019).

Therapeutically targeting proinflammatory cytokines is a potential method to tackle atherosclerosis. Cytokines such as IFN-γ, TNF-α, and IL-1β are promoters of macrophage foam cell formation (McLaren et al., 2011), and activated macrophages can exacerbate inflammatory responses by releasing proinflammatory cytokines. In apolipoprotein E-deficient (*ApoE*^–/–^) mice, neutralizing IL-1β significantly reduces the area of aortic atheroma, increase the plaque-free lumen area, and shift blood monocytes to a less inflammatory state (Bhaskar et al., 2011; Vromman et al., 2019). Several clinical studies concerning blocking IL-1β to prevent cardiovascular diseases have been conducted, although none has an indication for large-scale clinical use currently (Buckley and Abbate, 2018). Canakinumab (Ilaris), a fully humanized mAb against IL-1β, significantly lowered the rate of recurrent cardiovascular events without interfering with lipid levels (Ridker et al., 2017), indicating that IL-1β mAb is a promising antiatherosclerotic drug, although the mechanism is not thoroughly understood.

Circular RNAs (circRNAs) are a subclass of non-coding RNAs (ncRNAs) characterized by a stable structure without free 5′ or 3′ ends. circRNAs can function by modulating the activity of microRNAs (miRNAs) as competing endogenous RNAs (ceRNAs), regulating RNA-binding proteins, and could be directly translated into proteins (Han et al., 2018; Xiao et al., 2020). Previous studies have indicated that circRNAs are highly associated with the progression of atherosclerosis. The plasma level of hsa_circ_0001445 is negatively related to coronary atherosclerotic burden in patients (Vilades et al., 2020). The combination of hsa_circ_0001879 and hsa_circ_0004104 is capable of differentiating CAD patients (Wang L. et al., 2019). As an antiatherogenic circRNA, circANRIL modulates ribosomal RNA maturation and influences atherogenic pathways (Holdt et al., 2016). circCHFR and hsa_circ_0029589 were reported to participate in atherogenesis by promoting the proliferation and migration of vascular smooth muscle cells (Yang et al., 2019; Huang et al., 2020). In oxidized low-density lipoprotein (ox-LDL)-treated human aorta endothelial cells (HAECs), circ_0003204 sponges miR-370 and increases TGFβR2 expression, thus inhibiting the proliferation, migration, and tube formation of HAECs (Zhang et al., 2020). To summarize, these results imply that circRNAs play a crucial role in regulating atherosclerosis.

To date, whether circRNAs can be used in anti-atherosclerotic therapies is widely unknown. In the current study, we revealed that a novel circRNA, circDENND1B, could alleviate foam cell formation, and is involved in the antiatherosclerotic effect of IL-1β mAb in mice. circDENND1B could sponge miR-17-5p and increase ATP binding cassette subfamily A member 1 (*Abca1*) expression, thus inhibiting atherosclerosis by promoting cholesterol efflux.

## Materials and Methods

### Animal Experiments

All animal experiments were approved by the ethics committee of Zhongshan Hospital, Fudan University, and the experiments took place in the animal laboratory of Zhongshan Hospital, Fudan University (Shanghai, China). Six-week-old (20.7 ± 2 g) male apolipoprotein E-deficient (*ApoE*^–/–^) mice on a C57BL/6 background were purchased from GemPharmatech (China). The mice were randomly allocated to the experimental group or control group and were fed an HFD with 40% kcal fat, 1.25% cholesterol and 0.5% cholic acid (Research Diets, United States) or chow diet for 12 weeks. For the study involving IL-1β mAb, mice were treated with InVivoMab anti-mouse/rat IL-1β (i.p., twice weekly, 1.0 mg/kg, Bio X Cell, United States) or PBS (i.p., twice weekly, 0.1 ml) from the seventh week of atherogenic diet for 6 weeks. The mice were maintained on a 12:12 h light/dark cycle, with controlled temperature (22 ± 2°C) and humidity (55 ± 5%) conditions, and had free access to water and food. At the end of the 12-week-period, all mice were anesthetized by inhaling isoflurane and euthanized by collecting blood through cardiac puncture.

### Cell Culture

The RAW264.7 cell line was purchased from Shanghai Zhong Qiao Xin Zhou Biotechnology Co., Ltd. (China) and cultured in DMEM (Gibco, United States) supplemented with 10% fetal bovine serum (HyClone, United States) and penicillin/streptomycin solution (HyClone, United States). For foam cell induction, RAW264.7 cells were incubated with 100 mg/ml ox-LDL (Yiyuan Biotech, China) for 48 h.

### Total RNA/circRNA/miRNA Isolation

Total RNA was isolated and purified from cell or tissue samples using TRIzol reagent (Invitrogen, United States) following the manufacturer‘s protocol. RNase R (Lucigen, United States) was used to isolate circRNA from total RNA. The miRcute miRNA Isolation Kit (Tiangen, China) was utilized to isolate miRNA. The concentration and purity of each isolated RNA sample were confirmed with a NanoDrop 2000 (Thermo Fisher Scientific, United States).

### RNA Library Construction, Sequencing and Data Analyses

Approximately 5 μg of total RNA was used in the RNA sequencing assay. Ribosomal RNA was depleted using the Ribo-Zero^TM^ rRNA Removal Kit (Illumina, United States), and the remaining RNA was fragmented into small pieces with divalent cations. We reverse-transcribed the cleaved RNA fragments into cDNA and synthesized U-labeled second-strand DNA with reverse-transcribed cDNA, *E. coli* DNA polymerase I, RNase H and dUTP. An A-base was then added to the blunt ends of each strand, preparing for ligation to the indexed adapters. Single- or dual-index adapters were ligated to the fragments, and AMPureXP beads were used for size selection. After heat-labile UDG enzyme treatment of the U-labeled second-strand DNA, the ligated products were amplified by PCR. The average insert size for the final cDNA library was 300 bp (±50 bp). Finally, we performed paired-end sequencing on an Illumina HiSeq 4000 (LC Bio, China) following the manufacturer’s recommended protocol. To analyze the sequencing data, Cutadapt (Martin, 2011) was used to remove the reads that contained adaptor contamination, low-quality bases or undetermined bases. The sequence quality was then verified with Fast QC. CIRCExplorer (Zhang et al., 2016) and CIRI (Gao et al., 2015) were used to assemble the mapped reads to circRNAs, and the back-splicing reads were identified in the unmapped reads by TopHat-fusion. The differentially expressed circRNAs were selected with log_2_ (fold change) >1 or log_2_ (fold change) <−1 and with statistical significance (*p*-value < 0.05).

### BODIPY-Cholesterol Efflux Assay

To measure cholesterol efflux in RAW264.7 cells, a stock solution of BODIPY-cholesterol (Sigma, United States) was prepared at 5 mM in DMSO. Cells were loaded with 2.5 μM BODIPY-cholesterol in culture medium for 1 h at 37°C and rinsed twice with MEM (HyClone, United States) supplemented with 10 mM HEPES. Then, the cells were incubated with 10 μg/ml apoA-I (Sangon Biotech, China) or 1% (w/v) cholesterol acid (Sangon Biotech, China) for 4 h at 37°C, and the cell supernatant was filtered with a 0.45 μm filter. The BODIPY fluorescence intensity in the supernatants was measured using a fluorescence spectrophotometer. The images of BODIPY-cholesterol were taken under the same exposure time with a fluorescence microscope (Leica, Germany).

### Reverse Transcription and Quantitative Real-Time PCR (qRT-PCR)

The PrimeScript^TM^ RT reagent Kit with gDNA Eraser (TAKARA, China) was used to synthesize cDNA from isolated total RNA or circRNA, and the cDNA was then processed for qRT-PCR using SYBR^®^ Premix Ex Taq^TM^ (TAKARA, China) following the manufacturer’s protocols. Reverse transcription and quantitative detection of miRNA were performed with the miRcute Plus miRNA First-Strand cDNA Kit (Tiangen, China) and miRcute Plus miRNA qPCR Kit (SYBR Green) (Tiangen, China) following the manufacturer’s instructions. Primer sequences are available in Supplementary Table 1.

### Generation of Overexpressing Cell Lines

Lentiviruses overexpressing circDENND1B or containing the control vector were purchased from Hanbio Biotechnology (China). RAW264.7 cells were cultured in 6-well plates, and culture medium containing lentivirus was added when the cells reached 70% confluence. The culture medium was replaced 24 h later, and stable cell lines were selected using puromycin (2 mg/ml, Beyotime, China).

### siRNA and miRNA Mimic Transfection

siRNA targeting circDENND1B, non-specific negative control siRNA, miRNA-17-5p mimics and negative control mimics were purchased from GenePharma (China). Transfection of siRNAs or miRNA mimics into RAW264.7 cells were conducted with Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific, United States) according to the manufacturer’s protocols. Six hours after transfection, the medium was replaced. The sequences of the siRNAs and miRNA mimics are provided in Supplementary Table 2.

### Oil Red O Staining

For the Oil Red O (ORO) staining of cells, 24 h after siRNA or miRNA-mimic treatment, RAW264.7 cells were incubated with ox-LDL for 48 h. The cells were washed with PBS and fixed with 4% paraformaldehyde (PFA) for 20 min at room temperature. Then, the cells were incubated with filtered ORO staining solution (Sangon Biotech, China) for 30 min at room temperature and processed for hematoxylin staining for 5 min. For the staining of aorta roots, mouse aorta root tissues were immediately snap-frozen in liquid nitrogen and placed in OCT cryostat embedding compound (Tissue-Tek, United States) after sacrifice. Frozen aorta root sections were then stained with ORO staining solution. The intracellular lipid droplets were observed and assessed under a bright-field microscope (Leica, Germany).

### Western Blot (WB)

Forty-eight hours after ox-LDL and IL-1β mAb treatment, cells were lysed with ice-cold RIPA lysis buffer (Beyotime, China) following the manufacturer’s instructions. The concentration of protein was measured using a BCA Protein Assay Kit (Beyotime, China). Extracted proteins were separated by SDS-PAGE, transferred to polyvinylidene fluoride (PVDF) membranes (Millipore), blocked in 5% BSA in 0.05% Tween 20/TBS for 2 h, and incubated overnight with the following primary antibodies at the indicated dilutions: anti-ABCA1 (1:800; Abcam, #66217, United States), anti-LPL (1:1000; Santa Cruz, #sc0373759, United States) and anti-GAPDH (1:2000; Cell Signaling Technology, #5147, United States). PVDF membranes were exposed to horseradish peroxidase (HRP)-conjugated secondary antibodies (Cell Signaling Technology, United States), and signals were detected with the Luminata^TM^ Forte Western HRP Substrate (Millipore, United States).

### ELISA

Mouse IL-1β, IL-6, and TNF-α in lung and liver homogenates were measured by ELISA. All ELISA tests were performed using DuoSet kits (R&D Systems, United States) following the manufacturer’s instructions, and the results were read on an Epoch^TM^ 2 Microplate Spectrophotometer (BioTek, United States). The quantitation of total protein was measured using a BCA Protein Assay Kit (Beyotime, China).

### Fluorescence *in situ* Hybridization (FISH) Assay

The *in vitro* localization of circDENND1B was measured using a FISH kit (RiboBio, China) following the manufacturer’s instructions, and the FISH probe was synthesized by RiboBio. The localization of circDENND1B was detected under a fluorescence microscope (Leica, Germany).

### Immunohistochemistry (IHC)

IL-1β, IL-6 and TNF-α in aorta roots were measured by IHC. The aorta root sections were immersed in 4% PFA and embedded into paraffin blocks. After dewaxing, the sections were rinsed with PBS, followed by antigen retrieval. After treatment with 3% H2O2 for 25 min, 3% BSA was used to prevent non-specific antibody binding for 30 min, followed by incubation with the following primary antibodies at 4°C overnight: rabbit anti-mouse IL-1β pAb (Abcam, #205924, United States); rabbit anti-mouse IL-6 pAb (Abcam, #208113, United States); and mouse anti-mouse TNF-α mAb (Abcam, #1793, United States). The sections were washed with PBS and then incubated with secondary antibodies for 50 min. Next, DAB buffer was added for development, followed by hematoxylin counterstaining, HCl differentiation, water rinsing and drying in gradient ethanol. The samples were immersed in xylene and mounted with neutral buffered resin. Images were analyzed with ImageJ software.

### RNA Pull-Down Assay

For the RNA pull-down assay, the specific biotinylated probe for circDENND1B was designed and synthesized by Cloudseq (China). Cell lysate was incubated with 3 μg biotinylated probes at room temperature for 1 h. Then, the biotin-coupled RNA complex was pulled down by incubating with streptavidin magnetic beads (Thermo Fisher, United States) for 2 h. Afterward, the magnetic beads were washed with lysis buffer five times, and the samples were resuspended in 50 μl elution buffer, followed by RNA extraction and qRT-PCR assay of the target miRNA.

### Statistical Analysis

Statistical analyses were performed with Prism7 (GraphPad, United States). Unpaired two-tailed *t*-test was used to compare data between two groups. For experiments involving more than two groups, data were analyzed with one-way ANOVA followed by Dunnett’s *post hoc* test. Data are presented as the mean ± SEM unless otherwise mentioned. *P*-values < 0.05 were considered statistically significant.

## Results

### A High-Fat Diet Induced an Inflammatory State in *ApoE*^–/–^ Mice

Six-week-old male *ApoE*^–/–^ mice were randomly allocated to the chow diet group or high-fat diet (HFD) group. After an HFD for 12 weeks, atherosclerotic lesions could be detected in the aorta, and the lesion area was significantly larger in mice fed an HFD than in mice fed a normal diet (Supplementary Figures 1A–C).

To confirm that HFD-fed mice were in a systemic inflammatory state (Bäck et al., 2019), ELISA was conducted to measure the levels of IL-1β, IL-6, and TNF-α in the lungs and livers, which showed that the HFD-fed mice were in a systemic inflammatory state (Supplementary Figures 2A–F). The immunohistochemistry (IHC) positive staining areas of IL-1β, IL-6, and TNF-α in the aortic roots were also larger in atherosclerotic mice (Supplementary Figure 2G). In addition, the expression of IL-1β and IL-6 mRNA clearly increased in atherosclerotic aortas, while the expression of TNF-α in aortas increased but did not reach statistical significance (Supplementary Figure 2H). IL-1β and TNF-α were significantly highly expressed in the lungs and livers of atherosclerotic mice (Supplementary Figures 2I,J). The above results indicate that HFD-fed mice were in a highly inflammatory state, which stresses the necessity of anti-inflammation therapy toward atherosclerosis.

### Differentially Expressed mRNA/circRNA in Atherosclerotic *ApoE*^–/–^ Mice Were Identified With mRNA/circRNA Sequencing

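circRNAs were counted in the aortas of 3 ApoE-deficient mice fed a chow diet and 3 fed an HFD for 12 weeks from 6 weeks of age. A circRNA is an exon or intron whose downstream end is joined back to its upstream end, and it is counted by the reads that cross this back-splice junction. Total RNA was depleted of ribosomal RNA before the libraries were made. The authors removed adapters and low-quality reads with Cutadapt, searched the unmapped reads for back-splices with TopHat-Fusion, and assembled circRNAs with CIRCexplorer and CIRI. They deposited the number of back-spliced reads for every circRNA and aorta. They also deposited SRPBM, the same number divided by a depth for each library and scaled. The ratio of both values gave this depth, called mapped reads here, in M. Whether it is a plain number of mapped reads could not be checked. The depths were 57.7, 60.3 and 58.0 for HFD replicates 1, 2 and 3 and 73.7, 72.7 and 69.8 for chow diet replicates 1, 2 and 3. Back-spliced reads totalled 4694, 5621 and 4875 in the HFD aortas and 7585, 7142 and 7476 in the chow diet aortas. Summed over all circRNAs, the signal was 86195 ± 6229 SRPBM on the HFD and 102734 ± 4469 SRPBM on the chow diet (SD, n = 3 each). Every HFD aorta lay below every chow diet aorta (two-sided exact permutation test, p = 0.1, the smallest p that 3 aortas against 3 allow). The number of circRNAs with at least 1 read was 2205 ± 84.3 per HFD aorta and 2857 ± 93.6 per chow diet aorta. After every library was drawn down to 4694 back-spliced reads, these numbers were 2113 ± 82.6 and 2213 ± 48.0 and the groups overlapped (exact permutation test, p = 0.2). Most circRNAs were seen a few times at most. The median was 2 reads over the 6 aortas, and 74.4% of the entries had reads in a single aorta. With 3 reads taken as the smallest number that can be told from none, the floor was 49.8 to 52.0 SRPBM in the HFD aortas and 40.7 to 43.0 SRPBM in the chow diet aortas. This floor covers counting error only. Differences between the diets were tested on the counts with edgeR's quasi-likelihood test after TMM normalization, for the 2564 circRNAs with reads in at least 2 of the 6 aortas. The mRNA libraries were not analysed here.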

To investigate the roles of circRNAs in the initialization and development of atherosclerotic plaques, we extracted RNA from the aortas of chow diet-fed or HFD-fed mice and conducted second-generation sequencing to identify the differentially expressed mRNAs and circRNAs.

From the mRNA sequencing results, 1732 upregulated genes and 1047 downregulated genes were identified (*p* < 0.05) (Figure 1A). Gene ontology (GO) analyses of the differentially expressed genes (DEGs) revealed that innate immune response, inflammatory response, and immune system process were significantly affected (Figure 1B). Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses showed that the DEGs were significantly enriched in pathways related to inflammation, including the chemokine signaling pathway, cytokine-cytokine receptor interaction, and B cell receptor signaling pathway (Figure 1C). These results confirmed that modulating inflammation is a promising strategy for the treatment of atherosclerosis.

**FIGURE 1:**
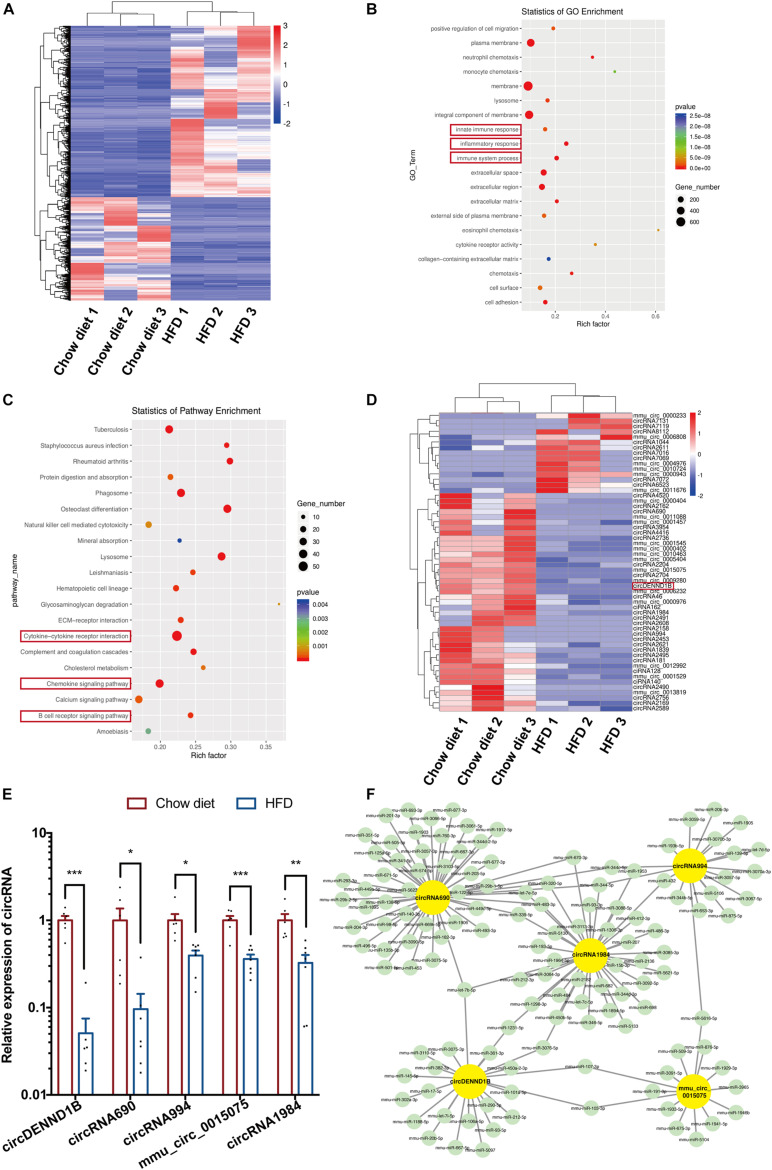
Differentially expressed circular RNA/mRNA in mouse aortas. **(A)** Heatmap of DEGs in the aortas of HFD-fed compared to chow diet-fed mice. **(B)** The top 20 GO terms of detected DEGs. The enriched GO terms are ordered alphabetically. **(C)** Scatterplots of the top 20 differentially regulated pathways identified in KEGG. The KEGG terms are ordered alphabetically. **(D)** Heatmap of the 56 identified DECs in mouse aortas. **(E)** qRT-PCR results confirming that five DECs are downregulated in atherosclerotic aortas, Data were normalized to GAPDH (*n* = 6 per group). **(F)** The ceRNA module network of five identified DECs. The yellow nodes represent circRNAs, and the green nodes represent predicted miRNAs. *p < 0.05, **p < 0.01, ***p < 0.001.

Furthermore, 56 differentially expressed circRNAs (DECs) were identified out of 10024 circRNAs. 

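The deposited table lists 10023 circRNA entries under its header line, of which 8992 are exonic circRNAs, 932 are intronic circRNAs (ciRNAs) and 99 are intergenic. At the criteria of the paper, an unadjusted p under 0.05 and an absolute log2 fold change above 1, edgeR's quasi-likelihood test called 104 of the 2564 circRNAs tested. The authors' deposited table marks 56 circRNAs, and 52 of these were among the 104. A called circRNA had a median of 10 reads over the 6 aortas, and 80 of the 104 had reads in the aortas of a single diet. With Benjamini-Hochberg adjustment, 4 circRNAs had an adjusted p under 0.05. The authors' deposited table gives no q-value under 0.05 (smallest q = 0.10, for circRNA2495). Among the 4, circRNA2169, from Arhgap32 on chromosome 9 from 32246447 to 32250787, had 33.6 ± 13.2 normalized reads on the HFD and 73.5 ± 15.3 on the chow diet (SD, n = 3 each). Its log2 fold change was -1.12 (standard error 0.21, adjusted p = 0.00018). circRNA2589, from Msrb3 on chromosome 10 from 120825109 to 120852092, had 21.2 ± 9.9 and 48.9 ± 13.8 normalized reads, a log2 fold change of -1.20 (standard error 0.29, adjusted p = 0.017). circRNA2611, from Tulp4 on chromosome 17 from 6137212 to 6139156, was higher on the HFD, with 96.7 ± 17.7 against 45.5 ± 14.1 normalized reads and a log2 fold change of 1.09 (standard error 0.17, adjusted p = 1.4e-06). Its lowest HFD aorta (64 reads) and highest chow diet aorta (66 reads) were close. circRNA2495, within Cdc14b on chromosome 13 from 64243634 to 64248499, had 3, 0 and 0 reads in the HFD aortas and 18, 28 and 17 in the chow diet aortas. Its log2 fold change was -3.92 (standard error 0.79, adjusted p = 0.0005). At the same criteria, DESeq2's Wald test with its own size factors called 23 circRNAs, and limma on log2 SRPBM called 93. With the replicate number as a block, edgeR called 32. The deviations of same-numbered aortas from their group means had a mean correlation of -0.12 over the 200 circRNAs with the most reads. The table holds 475 pairs of exonic or intergenic entries with the same chromosome, strand and end and with starts 1 base apart. circRNA2495 is in such a pair, as are 39 of the 104 calls and 18 of the 56 circRNAs the authors mark. With the reads of each pair summed, 90 circRNAs of 2646 tested met the criteria, and 7 of the 39 calls in pairs were still called.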

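Of the 104 circRNAs called with edgeR, 33 were higher and 71 were lower in HFD-fed than in chow diet-fed mice. The split depended on the scaling between the diets: with library size alone in place of TMM normalization, 43 were higher and 39 were lower, and the median log2 fold change of all circRNAs tested moved from -0.19 to 0.06. With the authors' own depth, 33 were higher and 72 were lower, and the median was -0.22. The names drawn in Figure 1D were read from a low-resolution image, so a misread digit is possible. All were found in the table. With circDENND1B read from the entry mmu_circ_0000081, 55 of the 56 changed in the direction drawn there. With circDENND1B read from the entry circRNA2538, all 56 did. With entries 1 base apart summed, 54 did. The circRNAs drawn there were called by the authors from these same counts, so their shared direction is no independent support. The increased calls whose raw reads did not overlap between the diets and whose p was smallest were circRNAs of Tns3, Esco1 and Glis3. mmu_circ_0000233 (Tns3, chromosome 11, 8478225 to 8479665) had 8, 3 and 4 reads in the HFD aortas and none in the chow diet aortas, at least 2.1-fold higher when 3 reads are taken as the floor. Its entry 1 base away had 3, 3 and 0 reads in the chow diet aortas, and with both summed its log2 fold change was 1.66 (edgeR, adjusted p = 0.61) and the criteria were not met. circRNA6523 (Esco1, chromosome 18, 10574875 to 10586041) had 3, 6 and 2 reads against none, at least 1.5-fold higher, and its entry 1 base away had 2 reads in chow diet replicate 2. With both summed its log2 fold change was 2.57 and the criteria were met. mmu_circ_0000943 (Glis3, chromosome 19, 28530873 to 28531986) had 5, 7 and 5 reads against 0, 1 and 1, at least 2.3-fold higher. Such bounds set the mean normalized reads of the diet with more reads against the floor, and leave out the error of that mean. None of these 3 increases had an adjusted p under 0.05 in edgeR's quasi-likelihood test, where the smallest was adjusted p = 0.31. Among the decreased circRNAs, circRNA2490 had 12, 3 and 2 reads in the chow diet aortas and none in the HFD aortas, at least 1.5-fold lower (edgeR, adjusted p = 0.54). It joins a site in Myh4 to a site in Myh8, paralogous myosin genes next to each other on chromosome 11 between 67252555 and 67297622, whose reads can be hard to assign. mmu_circ_0000404 and circRNA7119, both from Gpatch2l, are marked in the authors' deposited table in opposite directions, and their starts are 1 base apart. The first had 0, 1 and 0 reads on the HFD and 3, 11 and 7 on the chow diet. The second had 6, 0 and 7 on the HFD and none on the chow diet.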

The numbers of increased and decreased circRNAs in HFD-fed mice were 15 and 41, respectively (Figure 1D). 

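Sequencing gave the following reads for circDENND1B, circRNA690, circRNA994, mmu_circ_0015075 and circRNA1984, whose p-values in the authors' deposited table lie between 0.00083 and 0.0041 and whose q-values lie between 0.71 and 0.96. circDENND1B is made of exons 4 to 9 of Dennd1b and appears in the table as 2 entries on the forward strand of chromosome 1 with the same end, 139062971. The entry that the authors mark as decreased, circRNA2538, starts at 139040001 and had 0, 0 and 0 reads in HFD replicates 1, 2 and 3 and 4, 5 and 5 in chow diet replicates 1, 2 and 3. The other entry, mmu_circ_0000081, starts 1 base earlier, at the annotated start of exon 4, and had 0, 5 and 0 reads in the HFD aortas and none in the chow diet aortas. For circRNA2538 alone, the level on the HFD was at least 1.2-fold lower with 3 reads as the floor. edgeR gave a log2 fold change of -5.11 (adjusted p = 0.58), which rests on the small prior count added to the 0 reads of the HFD group. The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible). With both entries summed, circDENND1B had 1.69 ± 2.94 normalized reads on the HFD and 4.21 ± 0.45 on the chow diet (SD, n = 3 each). Its log2 fold change was -1.11 (standard error 1.05, adjusted p = 0.88 from edgeR), and the groups overlapped (exact permutation test, p = 0.4). circRNA690 is made of exons 4 to 8 of Adcy5 on chromosome 16 (35267180 to 35274565) and had 2, 5 and 9 reads in the chow diet aortas and none in the HFD aortas, at least 1.4-fold lower (exact permutation test, p = 0.1). An entry 1 base away had 3 reads in HFD replicate 1. With both summed, its log2 fold change was -1.88 (standard error 1.12, adjusted p = 0.61 from edgeR). circRNA994, exons 7 to 11 of Rock1 on chromosome 18 (10119885 to 10132272), had 10, 13 and 0 reads in the chow diet aortas and none in the HFD aortas, at least 2.1-fold lower. Its chow diet replicate 3 was at the level of the HFD group (exact permutation test, p = 0.4). DESeq2 did not call circRNA994 at the criteria of the paper. mmu_circ_0015075, exons 3 to 5 of Phkb on chromosome 8 (85875634 to 85879810), had 5, 5 and 6 reads in the chow diet aortas and none in the HFD aortas, at least 1.4-fold lower (exact permutation test, p = 0.1). It met the criteria in each of the 14 alternative fits to the entries as deposited and with entries 1 base apart summed. circRNA1984, exons 15 to 17 of Inpp4a on chromosome 1 (37377578 to 37380060), had 14, 4 and 16 reads in the chow diet aortas and 0, 2 and 0 in the HFD aortas, at least 3.0-fold lower (exact permutation test, p = 0.1). The entries of circRNA994, mmu_circ_0015075 and circRNA1984 have no entry 1 base away. None of the 5 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, where circRNA994 had the smallest (adjusted p = 0.21). The paper took these circRNAs from the DECs with a p under 0.01 and states that the 5 were decreased in the aortas of HFD-fed mice (Figure 1E). The qRT-PCR values were not analysed here.

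**Figure D1:**
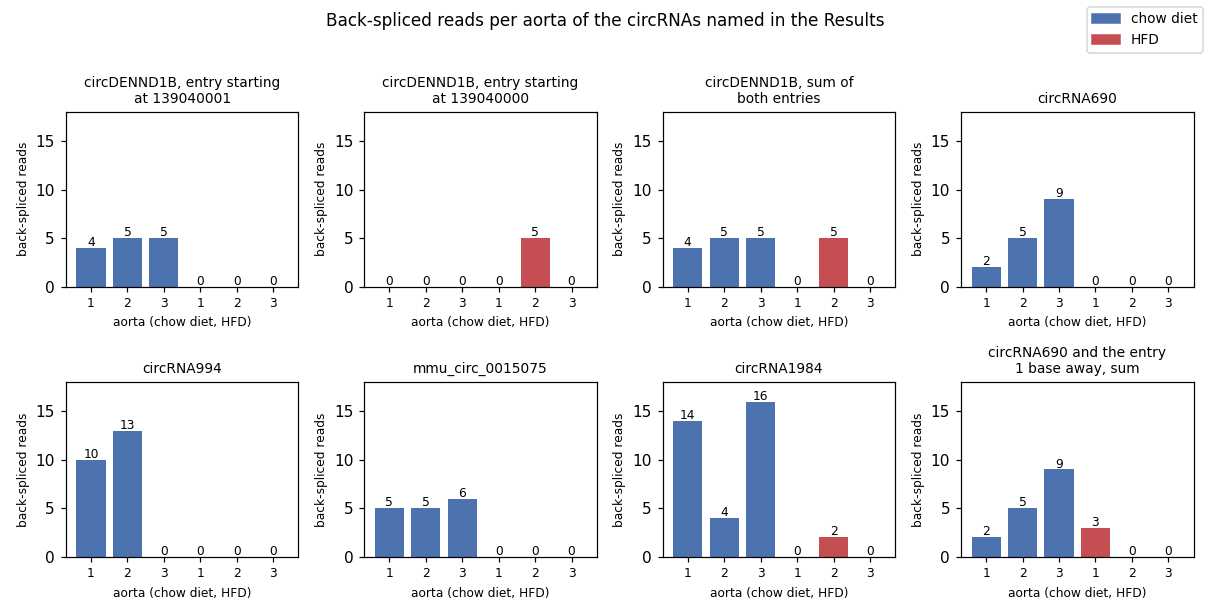
Back-spliced reads (vertical axis) in each aorta (horizontal axis, replicates 1 to 3 of the chow diet in blue and of the HFD in red) for the circRNAs above, 1 bar per aorta, with the sum of the entries whose starts are 1 base apart for circDENND1B and circRNA690. The entry of circDENND1B starting at 139040001 has reads in the chow diet aortas alone, and the sum has 5 reads in HFD replicate 2.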

Among the DECs with a *P* value lower than 0.01, we confirmed that the expression of circDENND1B, circRNA690, circRNA994, mmu-circ-0015075 and circRNA1984 decreased in the aortas of HFD-fed mice (Figure 1E). 

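The sequences that a miRNA can bind were taken from the annotated exons of the 5 circRNAs (GENCODE vM21 on GRCm38), with T written for U. The ends of mmu_circ_0000081, circRNA690, circRNA994, mmu_circ_0015075 and circRNA1984 in the table are ends of annotated exons, and all exons between them are coding. Joined, they give circles of 486 nt for circDENND1B, 682 nt for circRNA690, 597 nt for circRNA994, 329 nt for mmu_circ_0015075 and 542 nt for circRNA1984. From the first base of exon 4 of Dennd1b to the last base of exon 9, circDENND1B reads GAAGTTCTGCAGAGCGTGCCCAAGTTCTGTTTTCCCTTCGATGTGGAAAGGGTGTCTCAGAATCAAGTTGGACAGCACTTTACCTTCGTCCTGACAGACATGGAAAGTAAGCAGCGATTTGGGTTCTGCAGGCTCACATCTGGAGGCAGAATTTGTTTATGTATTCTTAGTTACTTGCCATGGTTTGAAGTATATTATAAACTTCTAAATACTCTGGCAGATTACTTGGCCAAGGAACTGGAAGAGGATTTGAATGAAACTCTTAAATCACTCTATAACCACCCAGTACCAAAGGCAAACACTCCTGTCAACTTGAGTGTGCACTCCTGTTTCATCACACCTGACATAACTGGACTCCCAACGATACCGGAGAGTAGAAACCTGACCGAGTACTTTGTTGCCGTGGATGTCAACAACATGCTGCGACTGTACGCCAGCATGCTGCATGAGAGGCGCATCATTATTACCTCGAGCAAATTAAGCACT, and its back-splice joins AGCAAATTAAGCACT at the end of exon 9 to GAAGTTCTGCAGAGC at the start of exon 4. Perfect matches to miRNA bases 2 to 7 (6-base seed) were counted around each circle, the junction included, for the 3 miRNAs whose sequences are given in Table S1. circDENND1B had 1 site for miR-17-5p, 1 for let-7b-5p and 1 for miR-212-5p. The sites for miR-17-5p and miR-212-5p also matched miRNA base 8 and carried an A opposite base 1. The other 4 circles had 0 seed sites for miR-17-5p. For let-7b-5p, circRNA690 had 1 site, circRNA1984 had 1, and circRNA994 and mmu_circ_0015075 had 0. For miR-212-5p, circRNA690 had 1, circRNA994 had 1, circRNA1984 had 2, and mmu_circ_0015075 had 0. RegRNA also scores imperfect pairing and was not run here, so these counts are of seed matches alone.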

The selected DECs target over 100 miRNAs, as predicted by RegRNA (Chang et al., 2013) (Figure 1F).

### circDENND1B Participates in the Antiatherosclerotic Effect of IL-1β mAb *in vitro*, and Its Expression Was Affected by IL-1β mAb *in vivo*

As atherosclerotic mice were in an inflammatory state, we wondered whether blocking certain cytokines could affect atherosclerosis via modulation of circRNAs. Thus, we intraperitoneally injected IL-1β mAb, which was proven effective in preventing MI in the CANTOS study (Ridker et al., 2017), into HFD-fed *ApoE*^–/–^ male mice biweekly (Figure 2A). IL-1β mAb treatment relieved atherosclerotic plaques and attenuated local inflammation in aortic roots (Figures 2B,C and Supplementary Figures 3A,B). Besides, the level of collagen around atherosclerotic plaques was detected using Masson’ trichrome staining, indicating that the plaque in IL-1β mAb-treated mice is more stable (Figure 2D).

**FIGURE 2:**
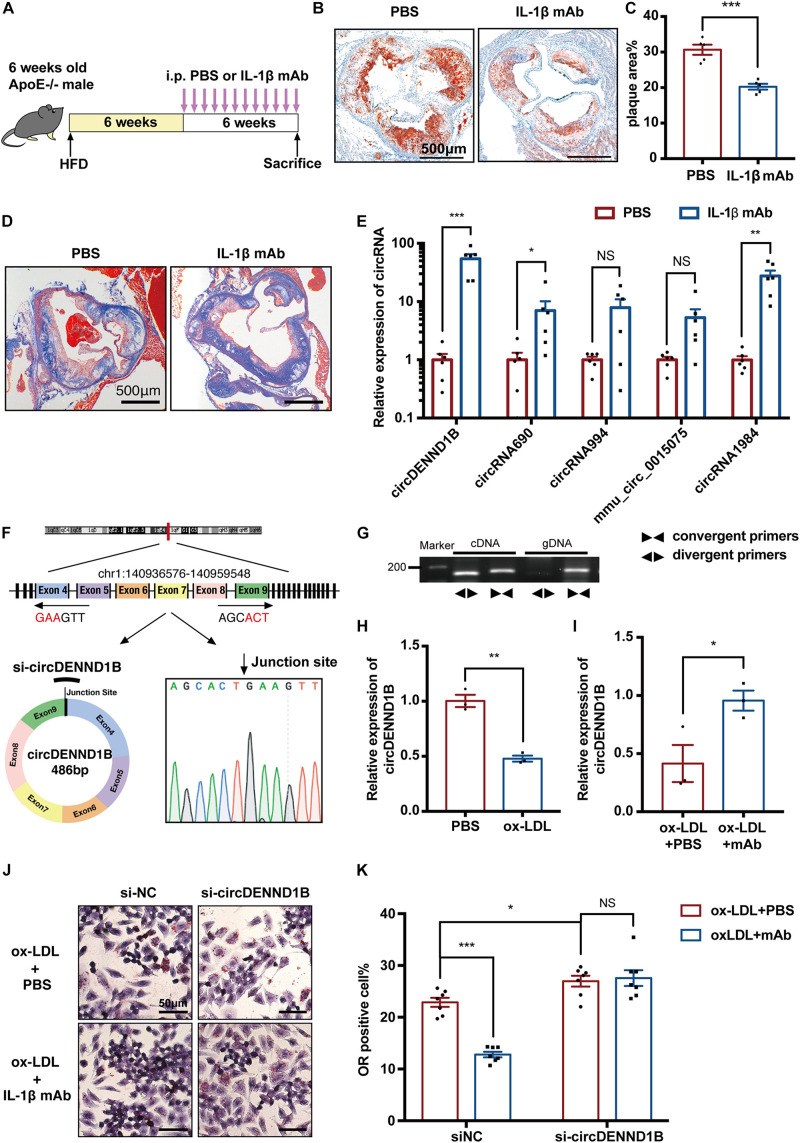
circDENND1B participates in the antiatherosclerotic effect of IL-1β mAb *in vitro*, and its expression was affected by IL-1β mAb *in vivo.* **(A)** Schematic depiction of the study in which ApoE^– /–^ mice were fed a HFD for 12 weeks and treated with PBS or IL-1β mAb. **(B)** ORO staining showing that IL-1β mAb injection resulted in a smaller plaque area in the aortic roots. **(C)** Quantification of the percentage of plaque area compared to the total area of aortic roots (*n* = 5 per group). **(D)** Representative picture of Masson’s trichrome staining of aorta roots. **(E)** The expression of five circRNAs in aortas was detected with qRT-PCR. Data were normalized to GAPDH (*n* = 6 per group). **(F,G)** Schematic depiction of circDENND1B’s structure, showing it is comprised of the fourth to ninth exon of *Dennd1b*. Agarose gel electrophoresis showing that circDENND1B is a circular RNA. The circRNA was amplified by divergent primers (◀▶) from cDNA but not from gDNA. *Dennd1b*, the host gene of circDENND1B, was amplified by convergent primers (▶◀) from both cDNA and gDNA. Sanger sequencing validated its splicing junction. **(H)** qRT-PCR shows that circDENND1B expression decreased in RAW264.7 cells treated with ox-LDL. **(I)** qRT-PCR shows that circDENND1B expression increased after IL-1β mAb treatment. **(J)** Representative image of ORO staining, depicting that fewer foam cells are formed in RAW264.7 cells treated with ox-LDL and IL-1β mAb. **(K)** The percentage of foam cells was lower after IL-1β mAb treatment. Approximately 1000 cells were counted per treatment over seven separate experiments. gDNA, genomic DNA; NS, no significant difference, *p < 0.05, **p < 0.01, ***p < 0.001.

To determine the participation of circRNAs in the antiatherosclerotic process, we conducted qRT-PCR assay on circRNAs. Among the DECs identified between the aortas of HFD-fed and chow diet-fed mice, the expression of circDENND1B increased markedly after IL-1β mAb treatment (Figure 2E), suggesting the possibility of association between circDENND1B and the antiatherosclerotic effect of IL-1β mAb *in vivo*.

Furthermore, we established an *in vitro* foam cell model by incubating RAW264.7 cells with 100 mg/ml ox-LDL for 48 h. Foam cell formation was demonstrated by ORO staining (Supplementary Figure 4A). We confirmed the structure of circDENND1B using PCR, agarose gel electrophoresis, and Sanger’s sequencing (Figures 2F,G). The expression of circDENND1B was downregulated in ox-LDL-treated cells (Figure 2H). In cells incubated with IL-1β mAb, while the expression of circDENND1B was upregulated (Figure 2I), an alleviating trend in lipid accumulation was observed, indicating that IL-1β mAb could interfere with lipid accumulation or efflux (Figures 2J,K). Moreover, although IL-1β mAb treatment significantly alleviated foam cell formation, this effect was inhibited after knocking down circDENND1B, indicating that circDENND1B is necessary in the anti-foam-cell-formation process of IL-1β mAb. These results suggest that circDENND1B protects atherogenesis, and participates in the antiatherosclerotic effect of IL-1β mAb *in vitro*.

### circDENND1B Inhibits Foam Cell Formation by Promoting *Abca1* Expression

To explore the possible roles of circDENND1B in the formation of macrophage-derived foam cells, we used siRNA to knock down circDENND1B, and established a circDENND1B-overexpressing RAW264.7 cell line using lentivirus (Supplementary Figures 5A,B). Cells overexpressing circDENND1B exhibit a significantly lower percentage of ORO-positive cells, while circDENND1B-knock down cells show an opposite trend (Figures 3A–D), indicating that circDENND1B regulates foam cell formation.

**FIGURE 3:**
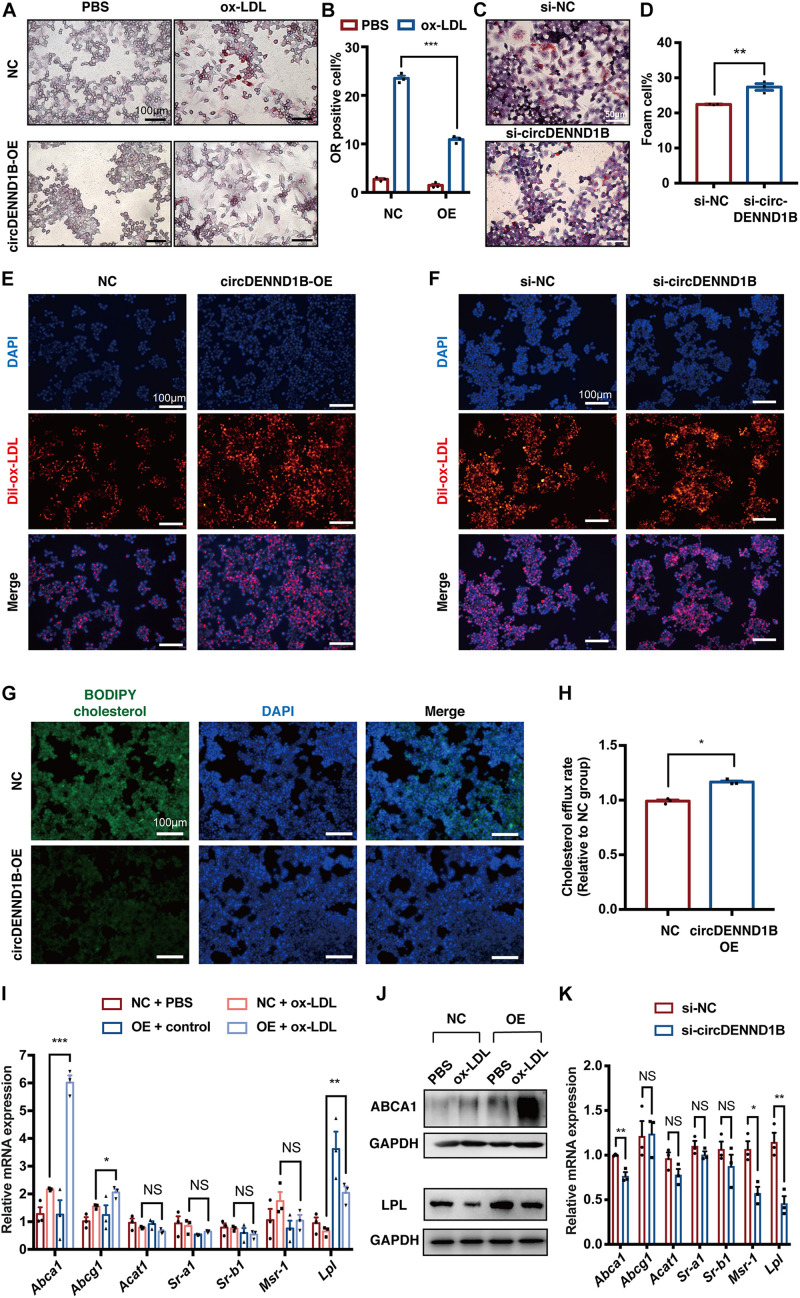
circDENND1B regulates foam cell formation by promoting cholesterol efflux. **(A)** ORO staining showing that fewer foam cells are formed in RAW264.7 cells overexpressing circDENND1B. **(B)** The percentage of foam cells was lower after overexpressing circDENND1B. Approximately 1000 cells were counted per treatment over three separate experiments. **(C)** ORO staining showing that fewer foam cells are formed after knocking down circDENND1B. **(D)** The percentage of foam cells was higher after knocking down circDENND1B. Approximately 1000 cells were counted per treatment over three separate experiments. **(E,F)** Representative fluorescent images of cells treated with dil-ox-LDL for 48 h. Dil-ox-LDL positive cells were stained in red. **(G)** Representative images of the BODIPY assay showing overexpressing circDENND1B lowered cellular cholesterol. **(H)** Relative cholesterol efflux rate in cells overexpressing circDENND1B, measured by BODIPY assay. **(I)** qRT-PCR results of genes related to foam cell formation. Data were normalized to GAPDH (*n* = 3 per group). **(J)** WB results of proteins related to foam cell formation after ox-LDL treatment. **(K)** qRT-PCR results of genes related to foam cell formation in RAW264.7 cells. Data were normalized to GAPDH (*n* = 3 per group). NC: negative control. OE, overexpress; NS, no significant difference, *p < 0.05, **p < 0.01, ***p < 0.001.

Foam cell formation is mainly determined by the combined effect of lipid uptake and cholesterol efflux (Wang D. et al., 2019). As illustrated in Figures 3E,F, the uptake of ox-LDL remains unchanged in cells overexpressing circDENND1B or transfected with si-circDENND1B, as compared with control group. However, the cholesterol efflux rate significantly increased in OE group (Figures 3G,H), suggesting that circDENND1B possibly regulates foam cell formation by promoting cholesterol efflux. Therefore, we conducted qRT-PCR on genes related to foam cell formation, including *Abca1*, *Abcg1*, *Acat1*, *Sr-a1*, *Sr-b1*, *Msr-1, and Lpl* (McLaren et al., 2011). In cells treated with ox-LDL, *Abca1* expression increased significantly after overexpressing circDENND1B, which is the most significant among these genes (Figure 3I). Moreover, the increase of ABCA1 protein expression after circDENND1B overexpression was further identified using WB (Figure 3J). On the contrary, the expression of *Abca1*, as well as *Msr-1* and *Lpl*, decreased in cells transfected with si-circ-DENND1B (Figure 3K). These results suggested that circDENND1B modulates foam cell formation via promoting cholesterol efflux, and *Abca1* is a potential target of circDENND1B.

### circDENND1B Participates in the Antiatherosclerotic Effect of IL-1β mAb by Promoting Cholesterol Efflux

As circDENND1B is correlated with the antiatherosclerotic effect of IL-1β mAb, we then conducted experiments to identify whether this effect is also related to cholesterol efflux. From qRT-PCR results on genes related to foam cell formation, we found that *Abca1* was most significantly differentially regulated in cells treated with IL-1β mAb and ox-LDL (Figure 4A), suggesting that IL-1β mAb is capable of mediating *Abca1*.

**FIGURE 4:**
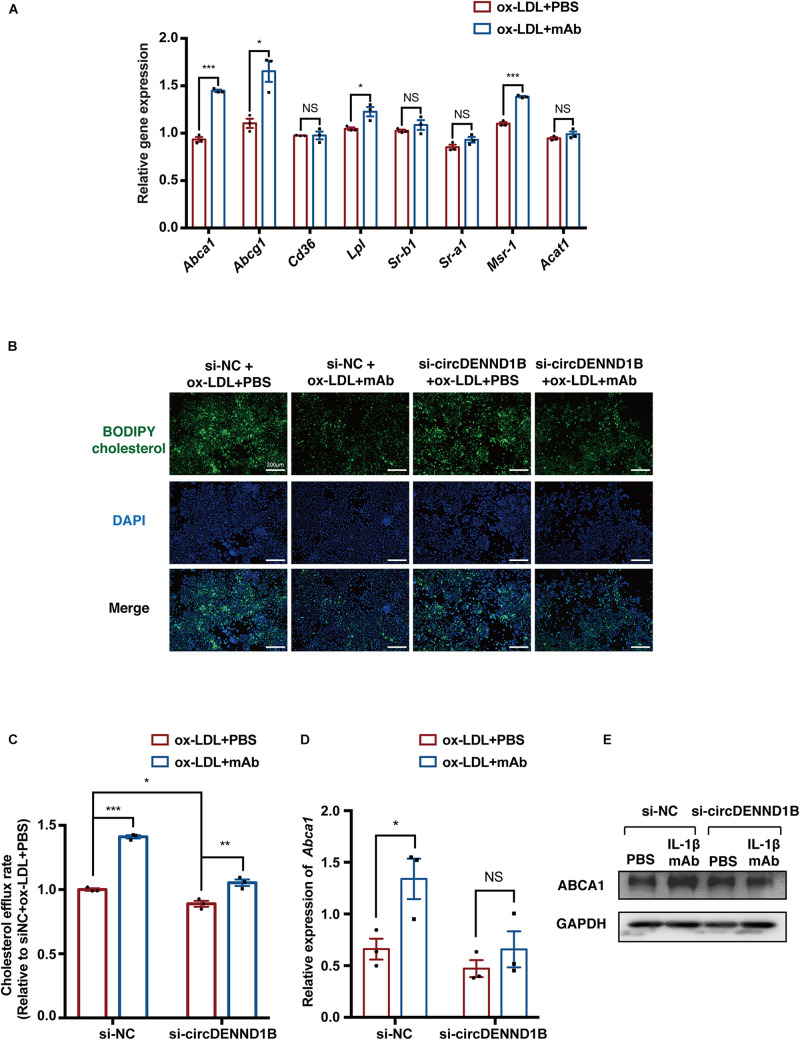
circDENND1B is crucial in the pro-cholesterol efflux effect of IL-1β mAb *in vitro.* **(A)** qRT-PCR results of genes related to foam cell formation in IL-1β mAb-treated foam cells. **(B)** Representative images of BODIPY assay showing circDENND1B mediates the pro-cholesterol efflux effect of IL-1β mAb. **(C)** Relative cholesterol efflux rate in RAW264.7 cells, measured by BODIPY assay (*n* = 3 per group). **(D)** qRT-PCR results of *Abca1* expression in si-circDENND1B-treated cells, data were normalized to GAPDH data (*n* = 3 per group) **(E)** WB results of ABCA1 in cells transfected with si-circDENND1B and treated with ox-LDL plus PBS or IL-1β mAb.

Moreover, in si-circDENND1B-treated cells, the increase in cholesterol efflux induced by IL-1β mAb was less significant than in the si-NC group (Figures 4B,C) (Sankaranarayanan et al., 2011). qRT-PCR and Western blotting also showed that the increase of *Abca1* mRNA expression and ABCA1 protein expression induced by IL-1β mAb is compromised after knocking down circDENND1B (Figures 4D,E). These data suggested that circDENND1B modulates the antiatherosclerotic effect of IL-1β mAb by promoting cholesterol efflux.

### circDENND1B/miR-17-5p/*Abca1* Regulates the Inhibition of Foam Cell Formation Induced by IL-1β mAb

MicroRNA sponging is one of the most predominant functions of circRNAs. As circDENND1B is predominantly localized in the cytoplasm of RAW264.7 cells (Figure 5A), which is similar to the location of most miRNAs (Li et al., 2013), we hypothesized that circDENND1B promotes *Abca1* expression through a miRNA sponging mechanism.

**FIGURE 5:**
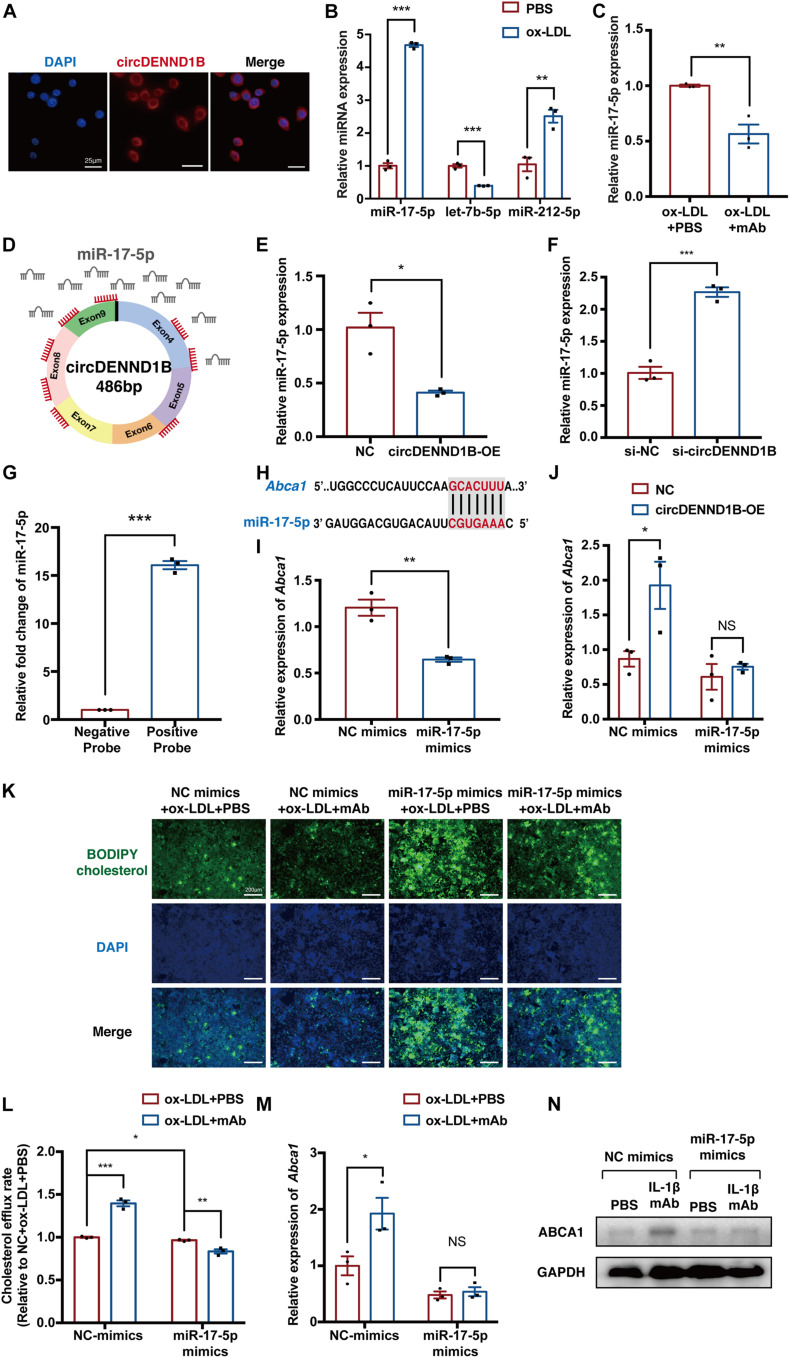
circDENND1B/miR-17-5p/*Abca1* inhibits foam cell formation induced by IL-1β mAb. **(A)** Fluorescence *in situ* hybridization (FISH) assay showing that circDENND1B is localized in the cytoplasm. **(B)** qRT-PCR results of let-7b-5p, miR-17-5p and miR-212-5p in ox-LDL-treated cells. **(C)** qRT-PCR results of miR-17-5p in cells treated with ox-LDL and PBS or IL-1β mAb. **(D)** Schematic of the miR-17-5p sponge mechanism of circDENND1B, showing eight binding sites (red) of miR-17-5p (gray) in circDENND1B. **(E)** qRT-PCR shows miR-17-5p expression decreased after overexpressing circDENND1B. **(F)** qRT-PCR shows miR-17-5p expression increased after knocking down circDENND1B. **(G)** RNA pull-down assay confirmed the binding between circDENND1B and miR-17-5p. **(H)** miR-17-5p was predicted to bind the 3′UTR of *Abca1*. **(I)** qRT-PCR results of *Abca1* in foam cells treated with NC mimics or miR-17-5p mimics. **(J)** qRT-PCR results of *Abca1* in cells transfected with miRNA mimics and overexpressing circDENND1B. **(K)** Representative images of the BODIPY assay showing the impact of miR-17-5p mimics and IL-1β mAb on cholesterol efflux. **(L)** Cholesterol efflux rate in miR-17-5p-mimics-treated cells, measured by BODIPY assay. **(M)** qRT-PCR results of *Abca1* in cells transfected with miRNA mimics (*n* = 3 per group). **(N)** WB results of ABCA1 in cells transfected with miR-17-5p and treated with ox-LDL plus PBS or IL-1β mAb. The qRT-PCR data of mRNA were normalized to GAPDH data (*n* = 3 per group), and miRNA expression levels were normalized to U6 levels (*n* = 3 per group). NC, negative control; OE, overexpression; NC mimics, negative control miRNA mimics. *p < 0.05, **p < 0.01, ***p < 0.001.

To confirm this, we used RegRNA to predict the target miRNAs of circDENND1B. Among the 23 miRNAs predicted to bind with circDENND1B, three miRNAs, let-7b-5p (Wei et al., 2018), miRNA-17-5p (miR-17-5p) (Huang et al., 2018; An et al., 2019; Tan et al., 2019) and miRNA-212-5p (miR-212-5p) (Miao et al., 2018), have been reported to affect foam cell formation. The expression of miR-17-5p and miR-212-5p increased in cells treated with ox-LDL, and miR-17-5p decreased after IL-1β mAb treatment (Figures 5B,C). As circDENND1B harbors eight binding sites for miR-17-5p, and miR-17-5p has been reported to modulate the progress of atherosclerosis via *Abca1* (He et al., 2015; Tan et al., 2019; Liu L. et al., 2020) (Figure 5D), we investigated the relationship between circDENND1B and miR-17-5p. Upregulating circDENND1B resulted in a decrease in miR-17-5p expression, while knocking-down had a converse effect (Figures 5E,F). A biotinylated RNA pull-down assay further confirmed that circDENND1B is a miRNA-17-5p sponge (Figure 5G).

In RAW264.7 cells overexpressing miR-17-5p, qRT-PCR results showed a decrease in *Abca1* expression (Supplementary Figure 5C and Figures 5H,I). The increase in *Abca1* induced by overexpressing circDENND1B was compromised in the presence of miR-17-5p mimics (Figure 5J). As Tan et al. (2019) have confirmed the binding property between miR-17-5p and *Abca1*, these findings suggested that circDENND1B sponges miR-17-5p to increase *Abca1* in foam cells.

Next, we identified the role of miR-17-5p in the antiatherosclerotic effect. Overexpressing miR-17-5p with miRNA mimics in foam cells attenuated the IL-1β mAb-induced changes in cholesterol efflux, foam cell formation and *Abca1* expression, suggesting that overexpressing miR-17-5p has a similar influence on foam cell formation as silencing circDENND1B (Figures 5K–N and Supplementary Figures 6A,B).

In conclusion, these results indicate that both circDENND1B and miR-17-5p modulate the impact of IL-1β mAb on *Abca1*, thus promoting cholesterol efflux (Figure 6).

**FIGURE 6:**
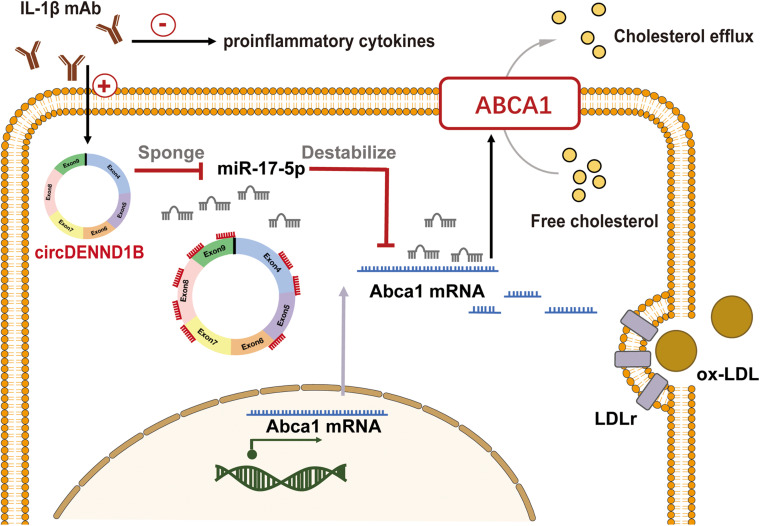
Proposed model of circDENND1B/miR-17-5p/*Abca1* inhibits foam cell formation induced by IL-1β mAb. Treating macrophages with IL-1β mAb may increase the expression of circDENND1B, thus inhibit the miR-17-5p-*Abca1* pathway. The increased ABCA1 protein would promote cholesterol efflux, and regulate the formation of foam cells.

## Discussion

Modulating inflammation is crucial in treating atherosclerosis, and blocking proinflammatory cytokines is a promising strategy to prevent atherogenesis. Inflammatory responses influence lipid metabolism in atherosclerosis and vice versa. IL-1β, a soluble cytokine that plays a pivotal role in innate immune responses, was reported to mediate lipid transport by inhibiting ABCA1 (Tumurkhuu et al., 2018; Liu H. et al., 2020), but the mechanism has not been thoroughly elucidated. In this work, we conducted circRNA-sequencing in atherosclerotic mouse aortas for the first time and identified a novel circRNA, circDENND1B, through which IL-1β mAb inhibits atherosclerosis and promotes cholesterol efflux.

circRNAs are a novel subclass of ncRNAs that play important roles in multiple physiological processes, but the roles of circRNAs in atherosclerosis are not well understood. In the present study, we identified 56 DECs in the aortas of HFD-fed and chow-diet-fed mice. Among them, an exonic circRNA, circDENND1B, was shown to modulate *Abca1* expression by sponging miR-17-5p, thus inhibiting foam cell formation. A significant negative correlation between circDENND1B and miR-17-5p was observed by qRT-PCR, suggesting that detectable cellular miR-17-5p decreased after being sponged. Moreover, we confirmed that miR-17-5p is physically bound to circDENND1B using RNA pull-down assay. These results are consistent with previous studies which showed that miR-17-5p accelerates atherogenesis by modulating lipid accumulation (Tan et al., 2019) and endothelial cell ferroptosis (Xiao et al., 2019).

ABCA1 is an essential receptor for the initial step of cholesterol efflux from foam cells in atherosclerotic plaques. Approximately 50% of the net cholesterol efflux from cholesterol-laden mouse macrophages is attributed to ABCA1, while another member of the ATP binding cassette superfamily, ATP binding cassette subfamily G member 1 (ABCG1), accounts for 20% of cholesterol efflux (Adorni et al., 2007). Moreover, various proinflammatory cytokines, including IL-1β, TNF-α, and IFN-γ, can regulate *Abca1* expression and promote foam cell formation (McLaren et al., 2011). Consistent with prior reports showing that IL-1β could suppress *Abca1* expression in macrophages (Tumurkhuu et al., 2018), we confirmed that blocking IL-1β elevated the expression of *Abca1* and promoted cholesterol efflux in foam cells and showed that the pro-cholesterol-efflux function of IL-1β mAb is partially mediated through circDENND1B.

Nevertheless, other possible mechanisms of the antiatherogenic effect of IL-1β mAb should be considered. According to former reports, IL-1β competes for access to ABCA1 with cholesterol (Tumurkhuu et al., 2018) and downregulates ABCA1 through the ROS-NF-κB pathway (Chen et al., 2007). Blocking IL-1β with mAbs disrupts the IL-1β positive feedback loop, thus promoting cholesterol efflux and preventing the production of IL-1β itself. Moreover, IL-1β contributes greatly to smooth muscle cell (SMC) proliferation, endothelial cell activation, and the modulation of various immune cells (Tall and Yvan-Charvet, 2015; Williams et al., 2019). Whether circDENND1B plays a role in these processes still needs further investigation.

A limitation of this study is that the expression and function of circDENND1B were not identified in other species except for mouse, especially in humans. According to previous studies, a proportion of circRNAs are conserved among mammals in organs including the heart, brain, and liver (Rybak-Wolf et al., 2015; Werfel et al., 2016; Xia et al., 2017). In a recent study concerning atherosclerosis (Zeng et al., 2021), circMAP3K5 was found to prevent hyperplasia of vascular smooth muscle cells conservatively in both human and mouse. Although The mouse circRNA circDENND1B was not detected in human macrophages, it was found to be conserved with the human circRNA hsa_circ_0111650 in the brain (Rybak-Wolf et al., 2015), but the effect of the latter circRNA on human foam cell formation is still unknown. Therefore, to prove the therapeutic potential of circDENND1B, further research is necessary to identify whether it could exert its antiatherosclerotic effect in human.

In conclusion, our results suggest that circDENND1B is a ceRNA through which IL-1β mAb inhibits atherosclerosis. This newly identified circRNA could be a promising therapeutic target of atherosclerosis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO (accession: GSE159379).

## Ethics Statement

The animal study was reviewed and approved by The Ethics Committee of Zhongshan Hospital.

## Author Contributions

FX and LS came up with the research idea and designed the experiments. FX, HC, RW, and TZ conducted the experiments and analyzed the data. LS, JQ, and JG supervised the project. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: circDENND1B Participates in the Antiatherosclerotic Effect of IL-1β Monoclonal Antibody in Mouse by Promoting Cholesterol Efflux via miR-17-5p/Abca1 Axis
**Source:** Front Cell Dev Biol. 2021 Apr 29;9:652032. doi: 10.3389/fcell.2021.652032
**Supplement:** Supplementary file 1

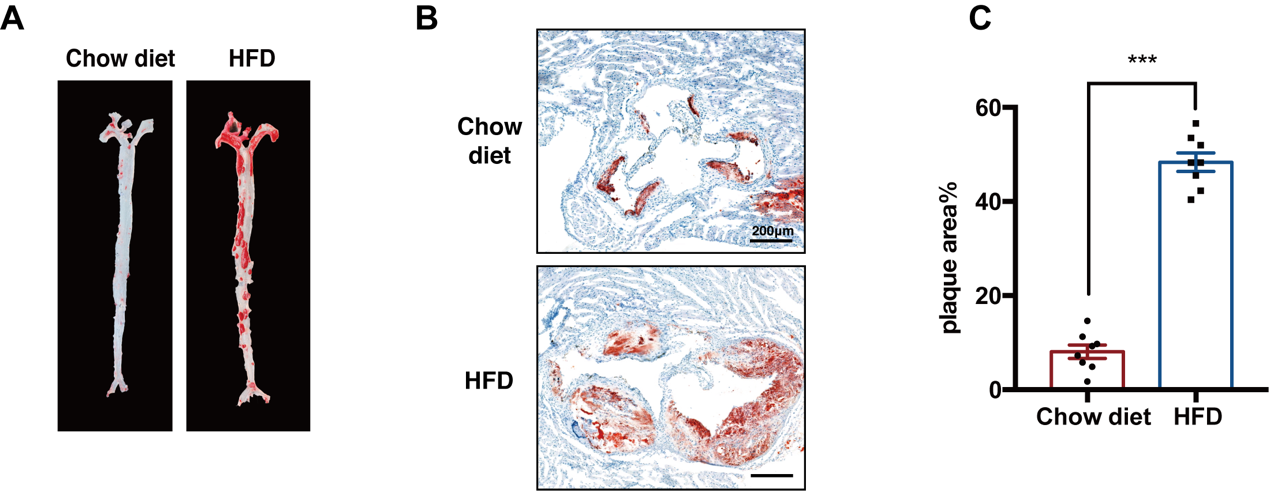
 **Figure S1. Atherosclerotic plaque is formed in HFD-fed-mice** (A) ORO staining showing that HFD resulted in a larger plaque area in the aortas of ApoE-/- mice. (B) ORO staining showing that HFD resulted in a larger lesion area in aortic roots of ApoE-/- mice. (C) Quantification of the percentage of lesion-positive area compared to total area of aortic roots (n=8 per group).

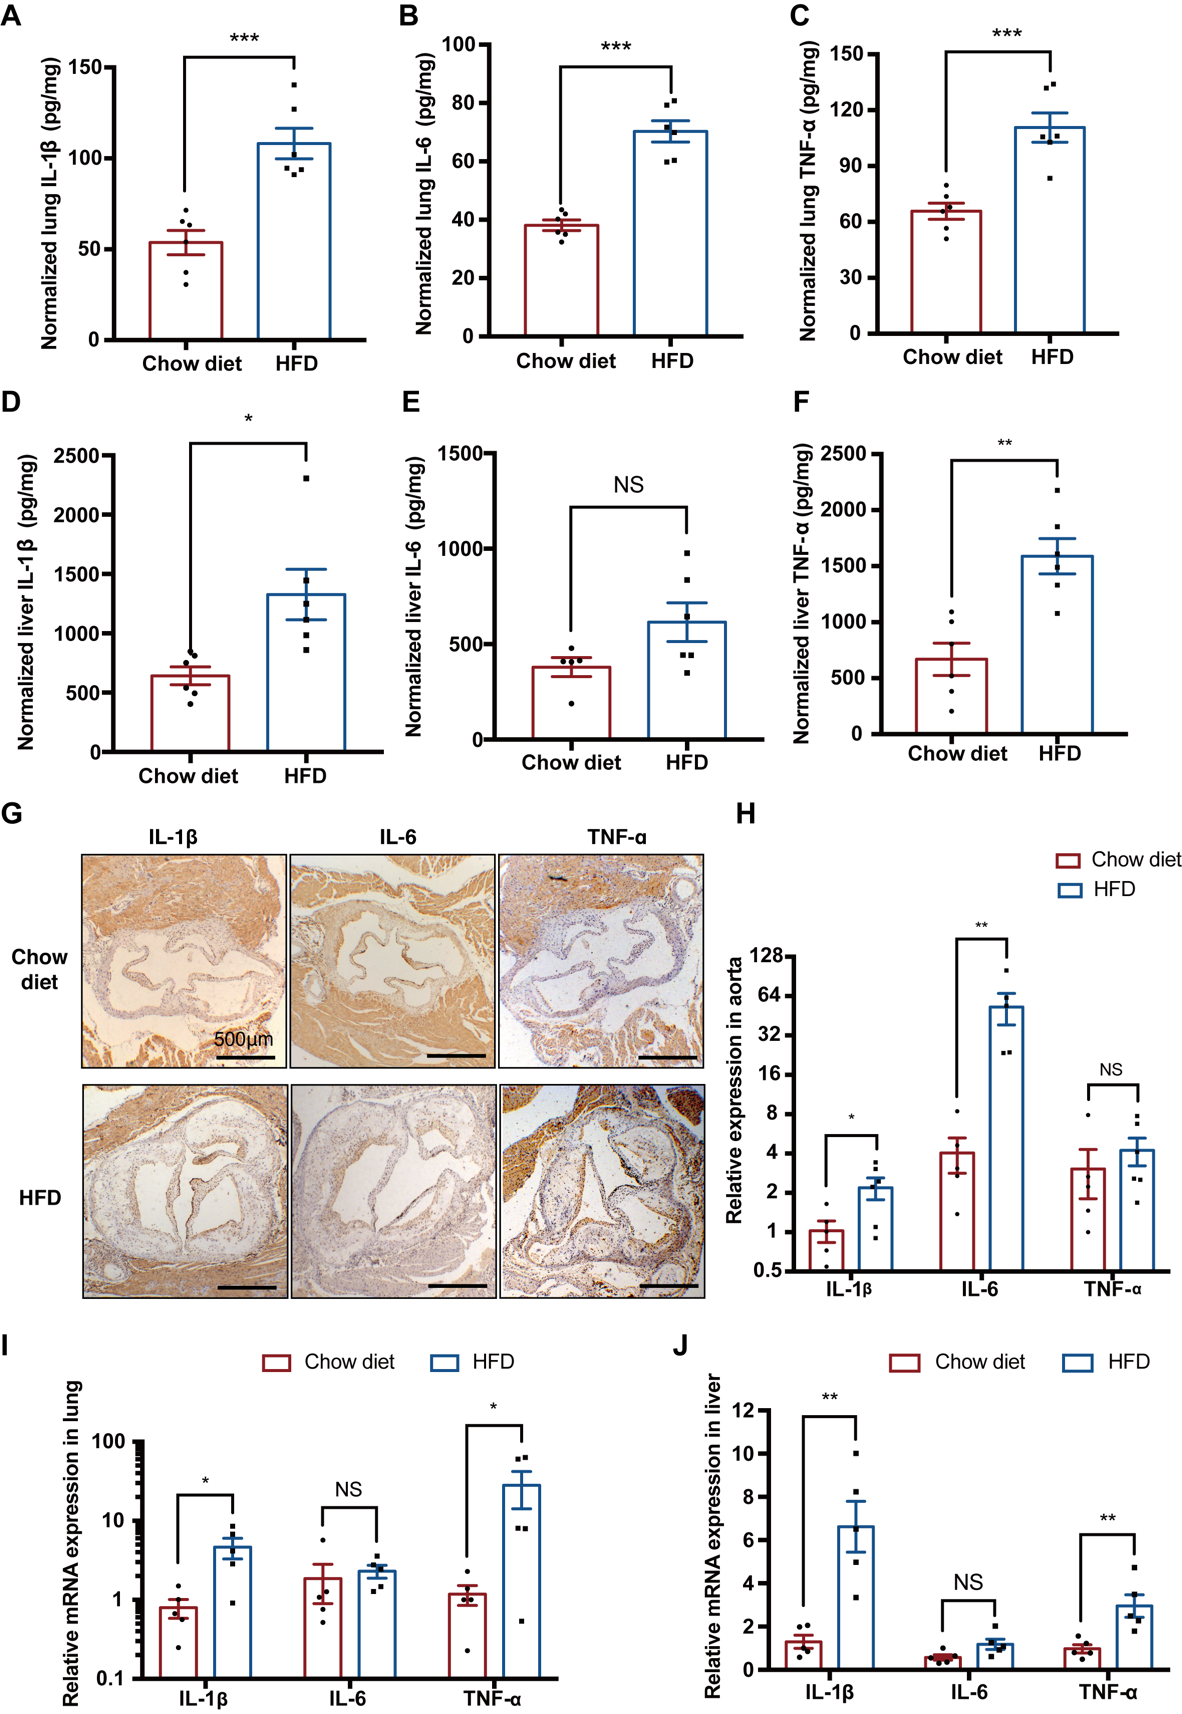

**Figure S2. HFD induced an inflammatory state in ApoE-/- mice** (A-C) ELISA results showing that proinflammatory cytokines are highly expressed in the lungs of HFD-fed mice (n=5-6 per group). (D-F) ELISA results showing that proinflammatory cytokines are highly expressed in the livers of HFD-fed mice (n=5-6 per group). (G) Representative images of IHC staining of aortic roots, suggesting that IL-1β, IL-6 and TNF-α are locally expressed in atherosclerotic mice. (H-J) Relative expression of IL-1β, IL-6 and TNF-α mRNA in the aortas and lungs was measured by qRT-PCR. The gene expression levels were normalized to GAPDH levels (n=5-6 per group). NS: no significant difference, *p<0.05, **p<0.01, ***p<0.001.

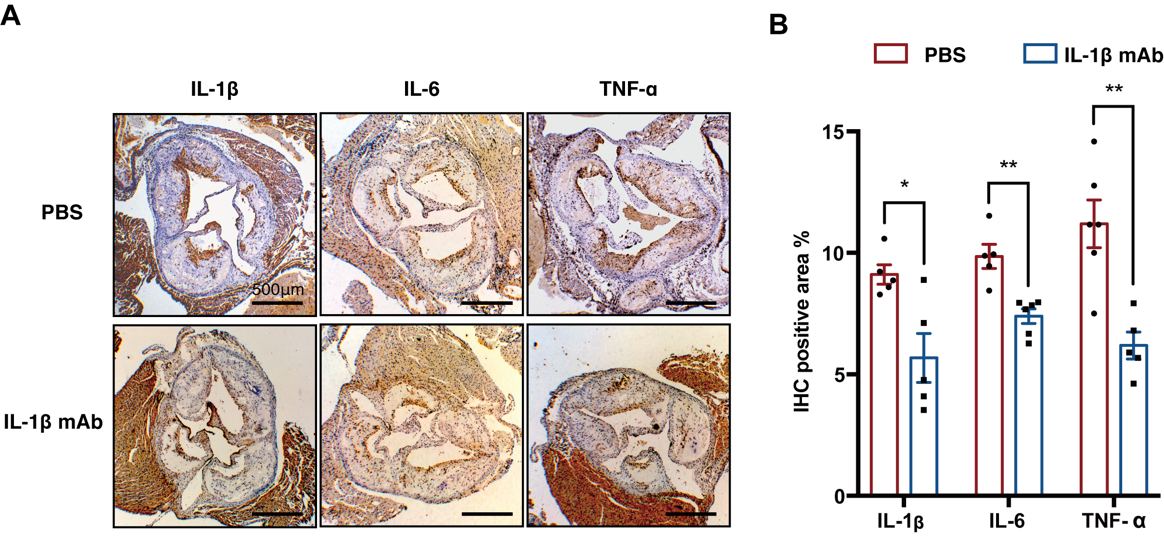

**Figure S3. Local inflammation in aortic roots decreased after IL-1β mAb treatment** (A) Representative IHC images of IL-1β, IL-6 and TNF-α showing that IL-1β mAb treatment lowered local inflammation in aorta roots. (B) Quantification of the percentage of IL-1β-, IL-6- or TNF-α-positive areas in aortic roots (n=5 per group).

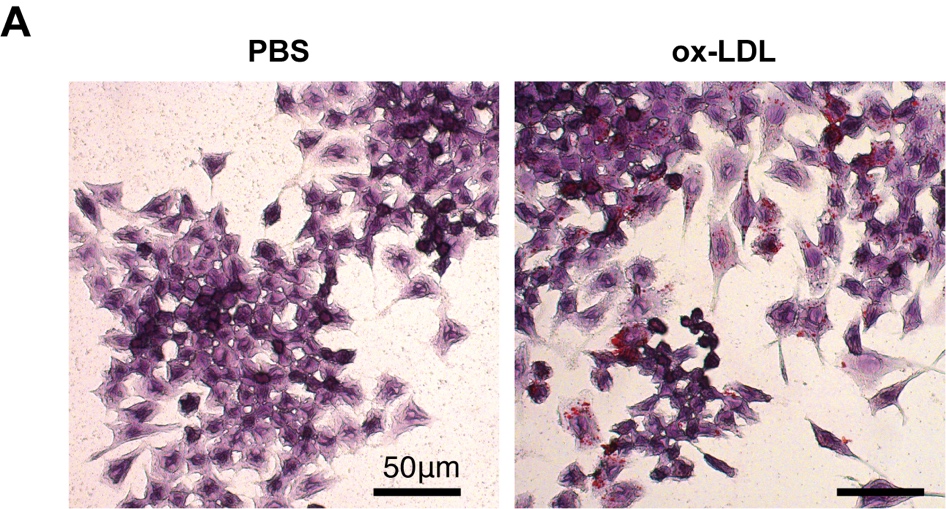

**Figure S4. Foam cell formation *in vitro*** (A) Representative ORO-staining images of RAW264.7 cells treated with ox-LDL, showing that foam cells are formed.

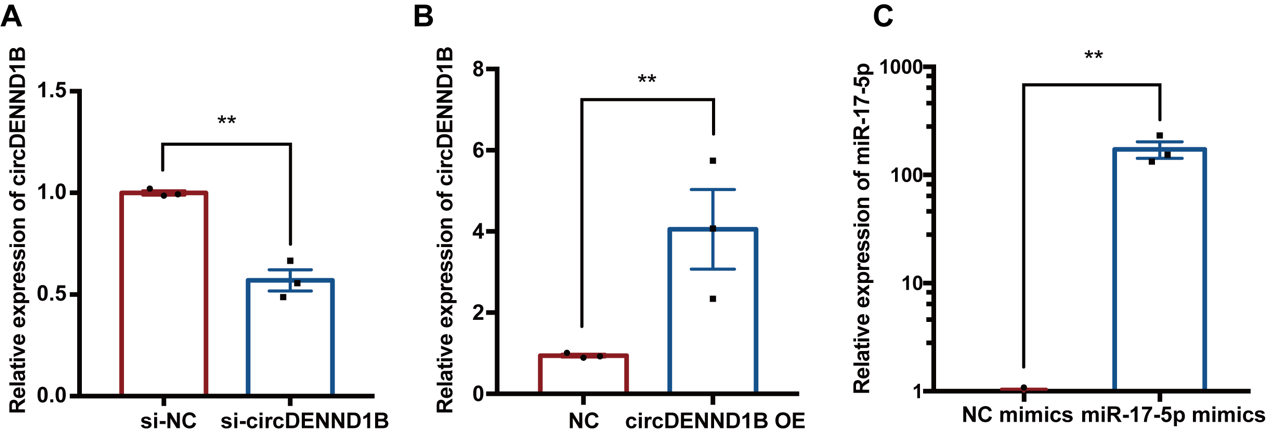

**Figure S5. The efficiency of siRNA and overexpressing-lentivirus targeting circDENND1B, and miR-17-5p mimics** (A) qRT-PCR shows that circDENND1B expression decreased significantly after the transfection of si-circDENND1B. (B) qRT-PCR shows that circDENND1B expression increased significantly after treating cells with circDENND1B-OE lentivirus. (C) qRT-PCR shows that miR-17-5p expression increased significantly after the transfection of miR-17-5p mimics.

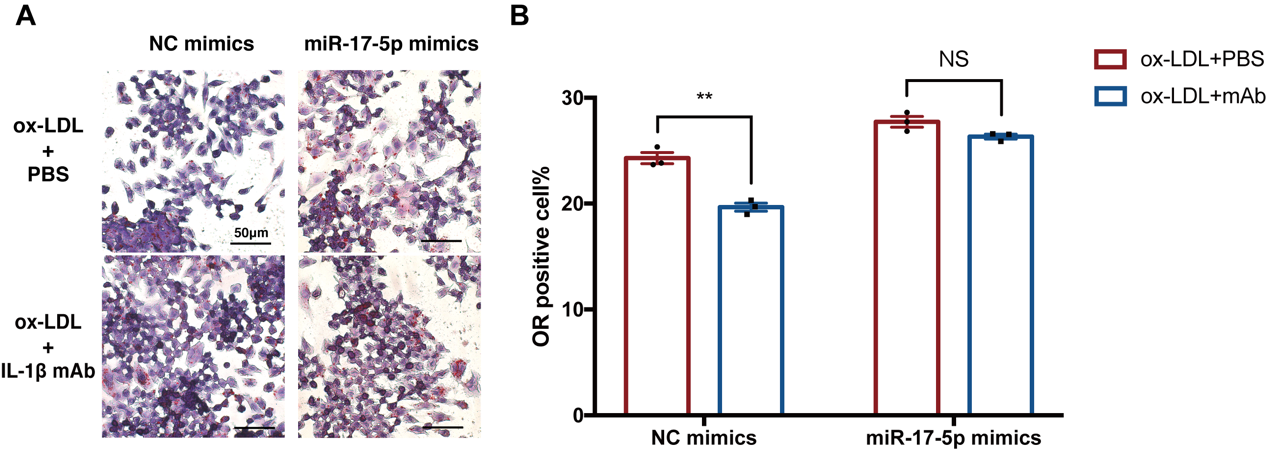

**Figure S6. miR-17-5p modulates the antiatherosclerotic effect of IL-1β mAb.** (A) ORO staining showing that fewer foam cells are formed after overexpressing miR-17-5p, and the inhibition of foam cell formation induced by IL-1β mAb is compromised. (B) Quantification of the percentage of foam cells. Approximately 1000 cells were counted per treatment over 3 separate experiments.

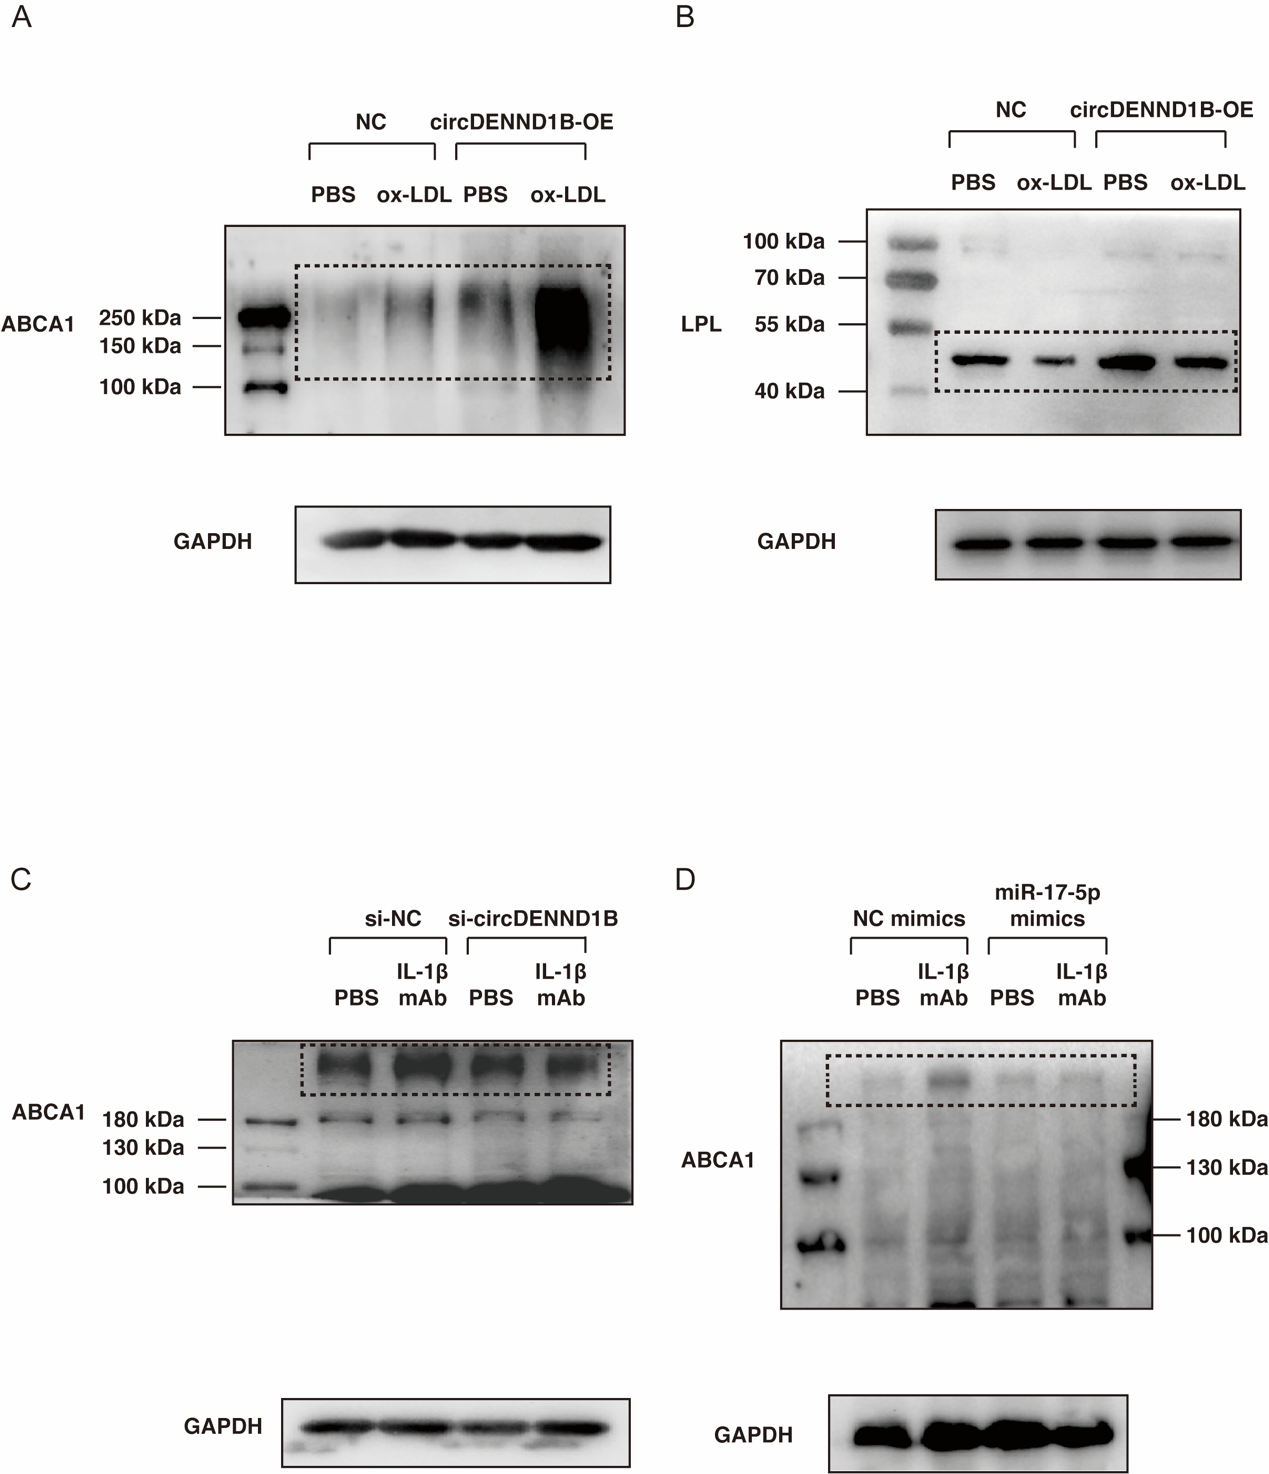

**Figure S7. Uncropped images of WB.** (A-B) The original uncropped blot image of Figure 3J. (C) The original uncropped blot image of Figure 4E. (D) The original uncropped blot image of Figure 5N.

# Supplementary material for: circDENND1B Participates in the Antiatherosclerotic Effect of IL-1β Monoclonal Antibody in Mouse by Promoting Cholesterol Efflux via miR-17-5p/Abca1 Axis
**Source:** Front Cell Dev Biol. 2021 Apr 29;9:652032. doi: 10.3389/fcell.2021.652032
**Supplement:** Supplementary file 2

**Table S1. Primers used for quantitative real-time PCR (qRT-PCR) and PCR**

| qRT-PCR primers | | |
| --- | --- | --- |
| Target Name | Forward Primer | Reverse Primer |
| *Il-1β* | TGGACCTTCCAGGATGAGGACA | GTTCATCTCGGAGCCTGTAGTG |
| *Il-6* | TACCACTTCACAAGTCGGAGGC | CTGCAAGTGCATCATCGTTGTTC |
| *Tnf-α* | GGTGCCTATGTCTCAGCCTCTT | GCCATAGAACTGATGAGAGGGAG |
| *Abca1* | GGAGCCTTTGTGGAACTCTTCC | CGCTCTCTTCAGCCACTTTGAG |
| *Abcg1* | GACACCGATGTGAACCCGTTTC | GCATGATGCTGAGGAAGGTCCT |
| *Msr1* | CGCACGTTCAATGACAGCATCC | GCAAACACAAGGAGGTAGAGAGC |
| *Cd36* | GGACATTGAGATTCTTTTCCTCTG | GCAAAGGCATTGGCTGGAAGAAC |
| *Acat1* | GCAGGGAAGTTTGCCAGTGAGA | GAACACGGTCTTGAGCTTTGGC |
| *Lpl* | GCGTAGCAGGAAGTCTGACCAA | AGCGTCATCAGGAGAAAGGCGA |
| *Gapdh* | CATCACTGCCACCCAGAAGACTG | ATGCCAGTGAGCTTCCCGTTCAG |
| circDENND1B  (divergent) | AGCAAATTAAGCACTGAAGTTCTG | GAGCCTGCAGAACCCAAATC |
| circRNA690 | AGGAGATGAAGAGGATGCAT | ATGGCCTCGATCATGTCCAT |
| circRNA994 | TGTGGATAAAAGCTTGGAAGG | AATGCTCGTAGGTGACACAC |
| mmu-circ-0015075 | TGGAGCACTCGGCCATAAAG | ATCAGCATCGTTGACTTGACA |
| circRNA1984 | CTCCAGCAAGAAAGTACATCT | CAACTGCCGAGTCTTGTCTG |
| mmu-let-7b-5p | TGAGGTAGTAGGTTGTGTGGTT | - |
| mmu-miRNA-17-5p | CAAAGTGCTTACAGTGCAGGTAG | - |
| mmu-miRNA-212-5p | ACCTTGGCTCTAGACTGCTTACT | - |
| *mU6* | GCTTCGGCAGCACATATACTAAAAT | - |

**Table S2. Sequences of siRNA and miRNA mimics**

| Target Name | Sense (5’-3’) | Antisense (5’-3’) |
| --- | --- | --- |
| si-NC | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT |
| si-circDENND1B | GAGGCAGAAACACCUGACATT | UGUCAGGUGUUUCUGCCUCTT |
| NC mimics | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT |
| miR-17-5p mimics | CAAAGUGCUUACAGUGCAGGUAG | ACCUGCACUGUAAGCACUUUGUU |

How the deposited data were processed for this re-analysis (not part of the article)

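Back-spliced reads were measured in the aortas of 6 ApoE-deficient mice, 3 on the chow diet and 3 on the HFD for 12 weeks. The sample labels call the control diet a normal diet and number the aortas 1 to 3 within each diet. The numbers came from these labels, and the mice are different animals.

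The authors trimmed the reads with Cutadapt, checked them with FastQC, took back-splices from the unmapped reads with TopHat-Fusion and assembled circRNAs with CIRCexplorer and CIRI. The deposited counts are the numbers of back-spliced reads per circRNA and aorta, without normalization. The deposited signal is SRPBM, each count divided by a depth for each library and scaled. The ratio of count to SRPBM was constant within each aorta, and gave this depth, called mapped reads here. Whether it is a plain number of mapped reads could not be checked. The authors' log2 fold changes of HFD against chow diet equal the log2 of the ratio of mean SRPBM for all 1935 circRNAs with a finite value, and are infinite where a diet had no reads. The authors' p-values and q-values come from a test that the paper's text does not name for circRNAs, and they were used only as the authors' values. The way the output of the callers was combined, and the genome build, are not stated in the paper's text. Of the 9091 exonic and intergenic entries, 7966 start at the start of an exon of GENCODE vM21, so coordinates are given for GRCm38. Host genes given as Ensembl identifiers were named through a table of gene names, which matched all 1224.

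Counts were normalized with TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) between the diets without a replicate block, for the 2564 circRNAs with reads in at least 2 of the 6 aortas. DECs were called at the criteria of the paper, an unadjusted p under 0.05 and an absolute log2 fold change above 1, and Benjamini-Hochberg adjusted p-values were computed over the circRNAs tested. Normalized reads are counts divided by the effective library size, times the mean effective library size. The quasi-likelihood test gives no standard error. The standard errors given with its log2 fold changes are the absolute log2 fold change divided by the square root of the test's F statistic. Where every aorta of a diet had 3 reads or fewer, the fold change was computed against 3 reads and is a lower bound. This bound covers the diet at the floor alone and leaves out the error of the other diet's mean. Single values were compared with two-sided exact permutation tests (scipy 1.17.1), for which 3 aortas against 3 allow no p under 0.1. The alternatives were DESeq2 1.42.0 with its size factors and Wald test, library size alone, the authors' own depth, limma 3.58.1 (trend) on log2 of SRPBM plus the smallest non-zero value (13.6), no filter, reads in at least 3 aortas, at least 10 reads over the 6 aortas, the replicate number as a block, and each aorta left out in turn. These and the designs were chosen before the data were examined. The pseudocount alternatives planned for a table without counts did not apply. Summing exonic and intergenic entries with the same chromosome, strand and end whose starts are 1 base apart was chosen after seeing the data, as was taking 1 value per host gene. ciRNAs were left out of the summing after runs of more than 2 entries 1 base apart were found among them. circDENND1B had been assigned to mmu_circ_0000081 before the data were examined. That entry had reads in a single aorta and was not among the circRNAs tested, so the values of circDENND1B are those of circRNA2538, the Dennd1b entry the authors mark, with mmu_circ_0000081 and the sum beside them.

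The named circRNAs are the 5 of the Results, the 5 largest rises and falls with an adjusted p under 0.05 and no overlap between the diets, filled up in order of p from calls without overlap, which gave 3 rises and 5 falls when overlap was judged on raw reads, the other circRNAs of Dennd1b, and circRNAs of foam cell genes. Judged on normalized reads, which allow for the unequal depth, the rule takes 5 rises, the same 3 with circRNA2611 and mmu_circ_0011676, and the same 5 falls. circRNA2611 and the Gpatch2l pair were named after their values were seen. Libraries of the same diet differed by more than sampling noise (chi-square per degree of freedom from 1.86 to 2.71). The models were tested on simulated counts with the means and library sizes of the real table and the same dispersion (0.647) for every circRNA. In these, 200 circRNAs were changed 8-fold. edgeR called 69 of the 173 changed circRNAs that passed the filter, all in the right direction, along with 100 others, and no changed circRNA reached an adjusted p under 0.05. Of the 5 changed circRNAs with a mean of at least 5 reads, 4 were called. With no circRNA changed, 80 of 2097 tested were called. Circle sequences, primers and seed matches came from the transcripts of GENCODE vM21. The mRNA libraries behind the numbers of DEGs, the GO and the KEGG analyses were not analysed here, and neither were the qRT-PCR, protein and imaging experiments.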

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

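The tests of depth and of summed entries below were chosen after the results were seen. The circRNAs with an adjusted p under 0.05 drew attention because the paper names none of them in its text, although each is among the circRNAs it draws in Figure 1D. circRNA2611 (Tulp4) was higher on the HFD, with a log2 fold change of 1.09, and circRNA2169 (Arhgap32), circRNA2589 (Msrb3) and circRNA2495 (within Cdc14b) were lower, with log2 fold changes of -1.12, -1.20 and -3.92. Over the 15 alternative fits, circRNA2611 ranged from 0.92 to 1.36, with an adjusted p from 4.5e-11 to 0.55 that was under 0.05 in 9. circRNA2495 ranged from -7.29 to -1.83 and met the criteria of the paper in all 15. Its adjusted p ranged from 1e-05 to 0.55 and was under 0.05 in 7. circRNA2169 ranged from -1.60 to -0.86 (under 0.05 in 4) and circRNA2589 from -1.50 to -0.80 (under 0.05 in 2), and each met the criteria of the paper in 10 of the 15. Those that failed included DESeq2, library size alone and 3 of the fits with 1 aorta left out for each circRNA. Both were lower in every fit. The HFD libraries were the shallower ones. All 4 of the 4 kept most of their log2 fold change once every library was drawn down to 4694 reads (1.33, -0.91, -0.96 and -3.77 in the order above). At that depth, circRNA2169 and circRNA2589 no longer met the criteria of the paper, with adjusted p-values of 0.13 and 0.54 from edgeR, while circRNA2611 (2.5e-08) and circRNA2495 (0.0037) stayed under 0.05. Drawing reads at random leaves the ratio between the diets unchanged on average, so this does not decide whether depth is behind these differences. For circRNA2495, the entry 1 base away had 10 reads in HFD replicate 3. With both summed, its log2 fold change was -1.83 and it still met the criteria, but its adjusted p was 0.32, so that a divided count cannot be told apart from a change with diet as the basis of its adjusted p.

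A circRNA of Abca1, the transporter gene whose mRNA and protein the paper follows, also drew attention because the paper does not discuss it. mmu_circ_0011676, exonic sequence on chromosome 4 from 53127597 to 53133015, had 6, 13 and 4 reads in the HFD aortas and 4, 0 and 1 in the chow diet aortas, a log2 fold change of 2.38 (edgeR, adjusted p = 0.58). It met the criteria of the paper in 12 of 15 alternative fits, its log2 fold change lay between 1.79 and 3.87, and its adjusted p was never under 0.05 (0.43 to 1). Whether linear Abca1 RNA changed in these aortas, and whether cell composition is behind the difference, was not tested.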

How the results depend on the processing

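The number of DECs ranged widely with the processing. Against 104 with edgeR and TMM normalization, DESeq2 called 23 (12 higher, 11 lower), the filter of at least 10 reads gave 50, and the replicate block gave 32 (9 higher, 23 lower). The fits that each left out 1 of the 6 aortas gave from 55 to 119. Library size alone, the authors' depth, limma, no filter, reads in at least 3 aortas and summed entries stayed within 1.5 times. Numbers that were close did not mean the same circRNAs. Of the calls, 21 of 23 with DESeq2, 72 of 82 with library size alone, 103 of 105 with the authors' depth, 59 of 93 with limma, 76 of 93 without a filter, 40 of 86 with reads in at least 3 aortas, 43 of 50 with at least 10 reads, 32 of 32 with the block and 71 of 90 with summed entries were among the 104. Without HFD replicates 1, 2 and 3 it was 42 of 73, 36 of 75 and 43 of 58, and without chow diet replicates 1, 2 and 3 it was 35 of 55, 26 of 119 and 26 of 100. The share of lower calls was 68.3% with TMM, 68.6% with the authors' depth, 47.6% with library size alone and 47.8% with DESeq2. With reads in at least 3 aortas it was 79.1%. The cause of these changes was not tested.

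The number of circRNAs with an adjusted p under 0.05 was 4. It was 1 with DESeq2, 2 with library size alone, 2 without a filter, 0 with reads in at least 3 aortas (88 with an unadjusted p under 0.05), 0 with at least 10 reads (52 with an unadjusted p under 0.05), 2 with summed entries and from 0 to 3 across the 6 fits that each left out 1 aorta, where fits with 0 had 56 to 121 circRNAs with an unadjusted p under 0.05. The replicate block gave 4, and same-numbered aortas, which are different mice, deviated from their group means with a mean correlation of -0.12, against 0.06 for aortas with different numbers.

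circDENND1B, read from circRNA2538, was lower and met the criteria of the paper in all 14 alternatives set before the data were examined, with log2 fold changes from -5.21 to -2.52, and from -5.21 to -5.02 with 1 aorta left out. With the entry 1 base away summed, it was -1.11 and did not meet them. The value shows the cause: the added 5 reads of HFD replicate 2. circRNA690 did not meet the criteria without chow diet replicate 2 or 3, or when summed (-1.88), circRNA994 with DESeq2 or without HFD replicate 2, and circRNA1984 without chow diet replicate 3; the direction was kept in each. circRNA994, with reads in 2 aortas, could not be tested with reads in at least 3 aortas or without chow diet replicate 1 or 2, so it met the criteria in 9 of the 11 alternatives that could be run on it as deposited.

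The difference in circRNAs detected per aorta was -652. It became -100 once libraries were drawn down to the smallest total, and -415 with at least 2 reads required, and lay between -684 and -598 with 1 aorta left out. The draw evens out back-spliced reads and not mapped reads, so it removes the difference in total SRPBM along with that in depth. The difference in total SRPBM was -16539, between -20052 and -14117 with 1 aorta left out. The exact test within replicate numbers, which has the same difference by construction, gave p = 0.25, the smallest that 3 pairs allow. The leukocyte host set stood 0.84 above all circRNAs, 0.50 with summed entries and 0.76 with 1 value per host gene, the last pair inside the middle 95% of random sets. The adipocyte host set moved from 0.36 to -0.88 with 1 value per host gene, inside the middle 95% both times. The host sets were also tested with library size alone, DESeq2, reads in at least 3 aortas, summed entries and 1 value per host gene. Where these could be run, the smooth muscle and cardiac muscle sets kept their direction and side. No aorta was left out for the host sets, so whether 1 aorta drives them was not tested. With reads in at least 3 aortas, the cardiac muscle and adipocyte sets were too small to test, as was the cardiac muscle set with 1 value per host gene and the skeletal muscle set throughout. With 4694 to 7585 back-spliced reads per aorta, the median circRNA had 2 reads in all, so depth limits most single circRNAs here.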

Differences from the paper's values

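The paper reports 56 DECs, and edgeR called 104 at the same criteria. Library size alone (82), at least 10 reads (50), and leaving out HFD replicate 1 (73), HFD replicate 2 (75), HFD replicate 3 (58) or chow diet replicate 1 (55) came within 1.5 times of the paper's number. DESeq2, the authors' depth, limma, no filter, reads in at least 3 aortas, the replicate block and leaving out chow diet replicate 2 or 3 did not.

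The paper reports 15 increased circRNAs, against 33. DESeq2 (12), reads in at least 3 aortas (18), at least 10 reads (18), and leaving out HFD replicate 1 (22), HFD replicate 3 (19) or any chow diet replicate (17, 22 and 20) came within 1.5 times. Library size alone, the authors' depth, limma, no filter, the replicate block and leaving out HFD replicate 2 did not.

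The paper reports 41 decreased circRNAs, against 71. Library size alone (39), no filter (58), at least 10 reads (32), and leaving out HFD replicate 1 (51), 2 (41) or 3 (39) or chow diet replicate 1 (38) came within 1.5 times. DESeq2, the authors' depth, limma, reads in at least 3 aortas, the replicate block and leaving out chow diet replicate 2 or 3 did not.

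Beyond these numbers, 4 of the circRNAs the authors mark were not called with edgeR. The paper gives 10024 circRNAs, and the table has 10023 entries and 10024 lines with its header. The paper states that circDENND1B and circRNA690 are decreased DECs. In an alternative chosen after seeing the data, with entries 1 base apart summed, both were lower (-1.11 and -1.88) but neither met the criteria. The paper also gives more binding sites of miR-17-5p in circDENND1B than the 1 seed match found in its sequence, a narrower measure than the pairing RegRNA scores.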

Other observations

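The tests of paired entries and of the order of depth below were chosen after the pattern was seen. The table holds 475 pairs of exonic or intergenic entries that share chromosome, strand and end and whose starts are 1 base apart. At other distances up to 10 bases there are at most 10 such pairs, and there are 0 pairs with the same start and ends 1 base apart. In 474 pairs the lower start is an annotated exon start and the higher start is 1 base past it. Within an aorta, the reads sit on one entry or the other: of 1672 cases where a pair had reads in an aorta, both entries had reads in 9, against 195 to 261 in 1000 shuffles of the aortas of one entry. This pattern is consistent with 1 back-splice listed under 2 start positions, with the position differing between libraries. Whether the use of 2 callers is behind it was not tested. The entry with the higher start took between 36.8% and 52.0% of the pairs' reads per aorta.

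Reads of 1 back-splice divided between 2 entries may turn a difference in listing into a difference between diets. Of the 104 calls, 39 have an entry 1 base away, and 7 of these were still called with the reads summed. Of the 56 circRNAs the authors mark, 18 are in pairs and 4 of them were called when summed. No control that adds as many reads to other entries was run. All 14 of those in pairs with reads on a single diet had reads on both when summed. circDENND1B is one of these, with a log2 fold change of -1.11 when summed. In Gpatch2l, circRNA7119 is marked as increased and mmu_circ_0000404, which starts 1 base away, as decreased. Summing also lowered the common dispersion that edgeR estimates from 0.647 to 0.46. A change with diet is not ruled out for these circRNAs, since the summed reads are few. The other 12 entries of Dennd1b together had 4, 9 and 5 reads in the HFD aortas and 17, 12 and 9 in the chow diet aortas.

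The number of calls was set against other splits of the 6 aortas. Of the 4 splits that part all 3 same-numbered pairs, 1, the split by diet, gave as many as 104 calls, and the others gave 54 to 63. The 6 splits that part 1 pair gave 52 to 69. For circRNAs with an adjusted p under 0.05, the count was also 1 of 4 (the others gave 0 to 2), and with summed entries 1 of 4 gave 90 or more (the others gave 60 to 68). So few splits cannot give a share under 0.05, and a grouping by chance is not ruled out. Simulated counts with no circRNA changed gave 80 calls among 2097 tested (3.8% with p under 0.05), near the 4.1% called in the real table. In these simulated counts 0 circRNAs had an adjusted p under 0.05 from edgeR, against 4 in the real table. With 200 simulated circRNAs changed 8-fold, 0 had one as well. Every simulated circRNA had the same dispersion, 0.647, while edgeR estimated 0.427 for the real circRNAs with at least 10 reads. The simulation thus cannot show how often abundant circRNAs reach such a p, and this difference does not decide between chance and diet. In the real table, 142 of the circRNAs tested (5.5%) had no overlap between the diets in raw reads and 170 (6.6%) in normalized reads. Chance gives 10% for values without ties. However, 1297 of the circRNAs tested had reads in exactly 2 aortas, where the zeros of both diets always overlap. The shares therefore cannot be set against 10%.

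Lower depth of the HFD libraries could favour lower calls. Over 20 draws of every library to 4694 reads, lower calls made up 60.5% on average (50.7% to 71.1%), between an even split and the 68.3% at full depth, so depth is left open as the source of the excess. At full depth, lower calls made up 47.6% with library size alone, 47.8% with DESeq2 and 68.6% with the authors' depth. With entries 1 base apart summed, DESeq2 gave 61.9%. The excess thus appeared with some scalings and not with others, and depth, scaling and diet cannot be told apart.

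Total SRPBM was lower in every HFD aorta. It stayed lower without the 10 circRNAs with the most reads (a difference of -15546, with no overlap), so a few abundant circRNAs are not behind it. The order of total SRPBM followed that of the mapped reads derived from SRPBM in 1 of 2 diets, the HFD. This leaves the lower depth of the HFD libraries open. A shift in cell composition with lesions is a candidate explanation. With lists of host genes written before the data were examined, the 49 circRNAs of 13 smooth muscle genes had a median log2 fold change 0.90 below that of all circRNAs (a difference of -0.90, percentile 0.1 among 10000 random sets matched on reads), and 16 circRNAs of 8 leukocyte genes stood 0.84 above (percentile 98.1). The random sets show the spread over circRNAs and not that between mice. With 1 value per host gene, an alternative chosen after seeing the data, the percentiles were 1.1 and 95.6. This is in line with fewer smooth muscle and more leukocyte transcripts on the HFD, as a hypothesis, and the leukocyte part is not outside the middle 95% in that alternative.

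Sequences printed in the supplementary tables were placed on the circles. The primer pairs of circDENND1B, circRNA690, mmu_circ_0015075 and circRNA1984 give products of 150, 254, 174 and 210 nt that cross the back-splice, and none from the linear transcript. The reverse primer of circRNA994, as printed, has the sense orientation, starting at base 135 of the circle, so that both printed primers lie on the same strand. The sense strand printed for si-circDENND1B, GAGGCAGAAACACCTGACA with T for U, has 0 exact matches in the 9 Dennd1b transcripts and in all 141767 annotated transcripts on either strand, and its longest run shared with circDENND1B is 10 bases. That sequence is GAGGCAGAA followed by ACACCTGACA, and each piece is present in circDENND1B, at separate places. The annotated transcripts hold no such junction of the pieces, so the search does not show that the siRNA lacks a target. The paper reports by qRT-PCR that circDENND1B fell after its transfection. No explanation of these printed sequences was tested.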
